# Coordinated changes in cellular behavior ensure the lifelong maintenance of the hippocampal stem cell population

**DOI:** 10.1016/j.stem.2021.01.003

**Published:** 2021-05-06

**Authors:** Lachlan Harris, Piero Rigo, Thomas Stiehl, Zachary B. Gaber, Sophie H.L. Austin, Maria del Mar Masdeu, Amelia Edwards, Noelia Urbán, Anna Marciniak-Czochra, François Guillemot

**Keywords:** neural stem cell, hippocampus, quiescence, age, neurogenesis, dormant, resting, Ascl1, Huwe1

## Abstract

Neural stem cell numbers fall rapidly in the hippocampus of juvenile mice but stabilize during adulthood, ensuring lifelong hippocampal neurogenesis. We show that this stabilization of stem cell numbers in young adults is the result of coordinated changes in stem cell behavior. Although proliferating neural stem cells in juveniles differentiate rapidly, they increasingly return to a resting state of shallow quiescence and progress through additional self-renewing divisions in adulthood. Single-cell transcriptomics, modeling, and label retention analyses indicate that resting cells have a higher activation rate and greater contribution to neurogenesis than dormant cells, which have not left quiescence. These changes in stem cell behavior result from a progressive reduction in expression of the pro-activation protein ASCL1 because of increased post-translational degradation. These cellular mechanisms help reconcile current contradictory models of hippocampal neural stem cell (NSC) dynamics and may contribute to the different rates of decline of hippocampal neurogenesis in mammalian species, including humans.

## Highlights

• More proliferating hippocampal stem cells return to shallow quiescence with age
• Dormant stem cells enter deeper quiescence with age
• These changes drive the transition from developmental to adult neurogenesis
• Increasing degradation of ASCL1 protein by HUWE1 coordinates these changes

## Introduction

Neural stem cells (NSCs) persist in restricted brain areas during adulthood, mostly in the dentate gyrus (DG) of the hippocampus and the ventricular-subventricular zone (V-SVZ) of the lateral ventricles. In mice, proliferative DG precursor cells enter quiescence during the second week after birth. By the end of the second postnatal week, quiescent DG precursors have acquired the elongated and branched morphology and arrangement in a single cell layer that typify adult NSCs (Berg et al., 2019; Hochgerner et al., 2018; Li et al., 2013; Nicola et al., 2015; Noguchi et al., 2019). There is therefore a clear histological transition between developmental neurogenesis, which extends from mid-embryogenesis to the second postnatal week, and adult hippocampal neurogenesis, which starts around post-natal day 14 (P14) and continues throughout life.

However, hippocampal neurogenesis continues to change considerably after P14 in mice as the DG transitions from developmental to adult rates of neuronal production. Indeed, a stereotypic pattern has been observed in most mammals; the numbers of new neurons generated in the DG are high in juveniles but decline rapidly in young adults and are maintained at low levels throughout adulthood (Amrein, 2015; Snyder, 2019). This transition from high levels of hippocampal neurogenesis in juveniles to lower and sustained levels in adults differs from an aging process because it occurs early in life, suggesting that it is adaptive. Interestingly, whether the same transition occurs in humans to extend neurogenesis beyond childhood has been disputed recently, highlighting the lack of understanding of the processes that preserve neurogenesis between infancy and old age in model species such as mice (Moreno-Jiménez et al., 2019; Sorrells et al., 2018).

Hippocampal NSCs sit atop the lineage hierarchy of neurogenesis, and their numbers also decline over time. Changes in NSC behavior are therefore likely to be involved in the transition to lower and sustainable levels of neurogenesis during adulthood. However, the behavior of adult hippocampal NSCs is still not well understood, and current models diverge on key points (Lazutkin et al., 2019). In particular, Encinas et al. (2011) described a “disposable stem cell model” where NSCs that have left quiescence progress rapidly through a series of neurogenic divisions without returning to quiescence and eventually differentiate into astrocytes, leading to a decrease in the NSC pool. Bonaguidi et al. (2011) proposed a contrasting “long-term self-renewal” model where many NSCs return to quiescence after dividing so that the NSC pool declines only slightly with age. Finally, we have proposed a model supporting heterogeneity in stem cell behavior where degradation of the pro-activation factor ASCL1 in proliferating stem cells allowed a subset of these cells to return to quiescence (Urbán et al., 2016).

Here we show that these different models are valid but describe NSC behavior at different stages throughout adult life. At the onset of adult neurogenesis, all proliferating NSCs are lost rapidly through differentiation, whereas by 6 months of age, more than half of the dividing NSCs return to quiescence. We determine that cells that have returned to quiescence (resting NSCs) have molecular and cellular properties distinct from quiescent cells that have never proliferated (dormant NSCs) and that they play an increasingly important part in maintaining NSC proliferation over time. Finally, we find that these coordinated changes are caused by an increase in post-translational degradation of the ASCL1 protein. Our results demonstrate that progressive and coordinated changes in NSC properties enable transition from high levels of neurogenesis coupled with stem cell depletion in juveniles to lower but sustainable levels of neurogenesis associated with stem cell self-renewal throughout adult life.

## Results

### Rapid NSC depletion in juvenile mice and reduced depletion in adults

We set out to examine the cellular properties of hippocampal NSCs from juvenile stages to old age. At the onset of adult neurogenesis in 0.5-month-old mice (Berg et al., 2019; Noguchi et al., 2019), there were approximately 46,000 NSCs per DG that underwent an immediate and rapid decline so that their number had more than halved in 2-month-old mice (Figures 1A and 1B). After this rapid loss of NSCs in juveniles, the depletion rate, defined as the percentage of the hippocampal NSC pool that was lost each day, slowed in young adults and reached much lower levels in 6-, 12-, and 18-month-old mice (Figure 1C). The disposable stem cell model proposed for hippocampal NSCs (Encinas et al., 2011) states that NSC activation leads to a series of rapid asymmetric divisions and eventual loss of the NSC through astrocytic or neuronal differentiation (Pilz et al., 2018). Because this model links NSC depletion to their activity, a lower rate of depletion might reflect a reduction in NSC activity. Indeed, the depletion rate decreased in proportion to the size of the proliferating (Ki67+) NSC pool in juveniles (between 1–2 months; Figures 1C and 1D). However, the depletion rate slowed considerably more than NSC activity in young adults (between 2 and 6 months of age) and became decoupled from proliferation so that it became substantially lower than predicted by the disposable stem cell model (Figure 1C). We therefore reasoned that proliferating NSCs may acquire distinct properties in early adulthood that function to slow depletion and preserve the NSC population throughout adult neurogenesis.

**Figure 1:**
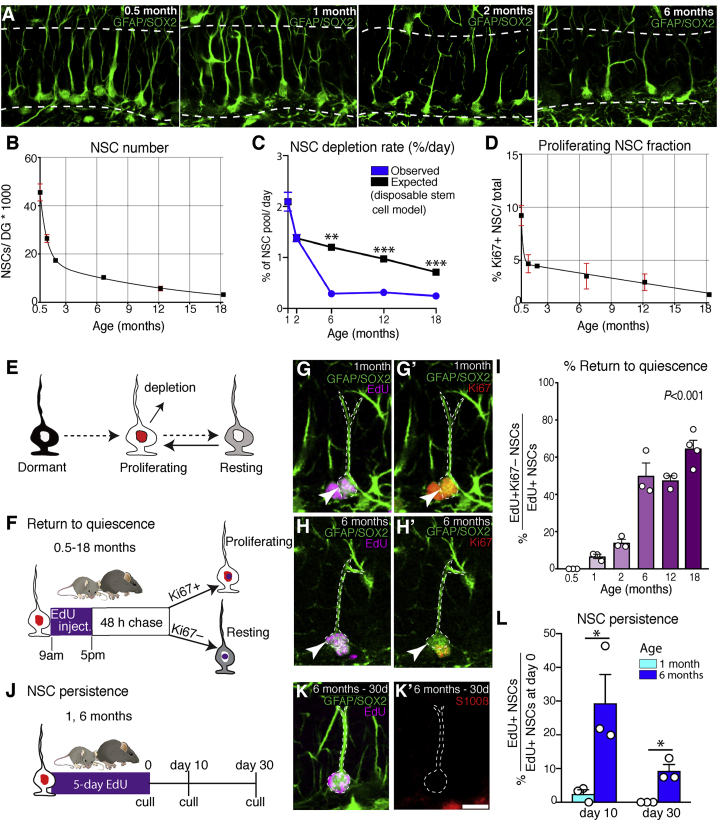
Proliferating NSCs increasingly return to quiescence with time (A) Images demonstrating that loss of hippocampal NSCs is rapid in young mice (0.5–2 months) but more gradual in adults (>2 months of age). (B) Quantification of NSC numbers from 0.5–18 months of age. (C) The rate of NSC depletion is lower than predicted by the disposable stem cell model after 2 months of age. (D) Quantification of the fraction of proliferating NSCs from 0.5–18 months of age. (E) Schematic of the different hippocampal NSC states. Dormant NSCs have never proliferated, whereas resting NSCs have returned to quiescence from a proliferating state. (F) Proliferating NSCs were labeled via EdU injections followed by a 48-h chase. (G) In young mice, EdU+ NSCs rarely returned to quiescence; most were Ki67+. (H) Return to quiescence increased in frequency with age (Ki67–). (I) Quantification of return to quiescence at different ages. (J) The ability of EdU-incorporating NSCs in 1- and 6-month-old mice to persist in the hippocampal niche was determined by measuring the fraction of EdU+ NSCs that remained as NSCs 10 and 30 days after a 5-day EdU labeling protocol. (K) Representative image of an EdU+ NSC that persisted for 30 days after labeling in a 6-month-old mouse. (L) Quantification of NSC persistence. Graphs show mean ± SEM. In (B)–(D), 3 mice were analyzed per time point, except at 12 months, where 8 mice were analyzed. Dots represent individual mice in (I) and (L). Statistics: t test in (C) and (L), and one-way ANOVA in (I). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. Scale bar (located in K'): 19 μm in (A), 10 μm in (G), (G'), (H), and (H'), and 11.25 μm in (K) and (K’).

### Proliferating NSCs progressively acquire the capacity to return to quiescence

We investigated whether proliferating hippocampal NSCs might avoid depletion in young adults by returning to quiescence. We refer to proliferating NSCs that have returned to quiescence as resting NSCs to distinguish them from dormant NSCs that have remained quiescent since establishment of the DG niche (Figure 1E; Urbán et al., 2016). To label proliferating hippocampal NSCs, mice of different ages (0.5–18 months) were all given the thymidine analog 5-Ethynyl-2′-deoxyuridine (EdU) via injections and were culled after a 48-h chase (Figure 1F; Chehrehasa et al., 2009). EdU+ NSCs were identified as having remained cycling or having returned to a quiescent state depending on whether they co-expressed Ki67 protein. In 2-week-old mice, the hippocampal NSC niche is histologically mature and comprises a large population of mostly quiescent NSCs (~90%; Figure 1D; Berg et al., 2019; Noguchi et al., 2019). However, all EdU+ NSCs in 2-week-old mice remained cycling at the end of the chase period (EdU+Ki67+, 36 of 36), indicating that, at onset of adult neurogenesis, proliferating NSCs do not have the capacity to return to quiescence (Figures 1G and 1I). In 1-month-old mice, in contrast, we found that a small fraction (6.68% ± 1.17%) of EdU+ NSCs returned to quiescence (EdU+Ki67–). The fraction of proliferating NSCs that exited the cell cycle then increased in a gradual and substantial manner so that the majority of EdU+ NSCs returned to a quiescent state in mice by 6 months of age (Figures 1H and 1I).

We confirmed these results with independent approaches. First we labeled proliferating NSCs by genetic means, utilizing mice containing a *Ki67-creER*^*T2*^ allele (Basak et al., 2018) and a *tdTomato* cre-reporter (Madisen et al., 2010). In these Ki67^TD^ mice, transcription of creER^T2^ occurs in cells progressing through the cell cycle. We administered tamoxifen to 1- and 6-month-old Ki67^TD^ mice to label proliferating NSCs and culled the mice at the end of the injection period. Consistent with the EdU labeling experiment, proliferating NSCs (tdTomato+) returned to a quiescent state (Ki67–) at a greater rate in 6-month-old mice than in 1-month-old mice (Figures S1A–S1D).

Further, we confirmed the increased rate of return to quiescence with age by analyzing EdU-labeled NSCs with MCM2 labeling. *Mcm2* is highly transcribed throughout the cell cycle, including G_1_ phase (Braun and Breeden, 2007; Tsuruga et al., 1997; Young and Tye, 1997), unlike Ki67 (Miller et al., 2018). We determined that the MCM2 protein is extremely stable and that it is detected not only throughout the entire cell cycle but also for at least 72 h after a cell has exited the cell cycle (by returning to quiescence or differentiating), which is approximately twice as long as Ki67 (Figures S1E–S1H). Thus, although an EdU+ NSC that is Ki67– can have returned to G_0_ phase or be progressing through a G_1_ phase that is longer than 40 h, an EdU+ NSC that is MCM2– must have left the cell cycle and returned to quiescence for at least 72 h. We labeled proliferating cells in 1- and 6-month-old mice with EdU injections and quantified the number of EdU+ NSCs that were MCM2– 1 week later to allow sufficient time for MCM2 to degrade (Figure S1I). We found that, in 6-month-old mice, 20.9% of EdU+ NSCs retained their stem cell identity and were MCM2– and, thus, had returned to quiescence for at least 72 h (Figure S1J). This represented an ~200-fold increase over 1-month-old mice (Figure S1J). Moreover, the absolute number of EdU+MCM2− NSCs was 23-fold higher in 6-month-old mice than in 1-month-old mice (Figures S1K and S1L), despite the much lower levels of proliferation that occur with age. These independent lines of evidence demonstrate that proliferating hippocampal NSCs increasingly return to quiescence with time.

We reasoned that because proliferating NSCs increasingly return to quiescence rather than differentiating, they might persist as NSCs for longer in older mice, helping to preserve the NSC pool. To examine the long-term persistence of proliferating NSCs in the hippocampal niche, we labeled proliferating NSCs with EdU for 5 days in drinking water and examined their fate after 10 and 30 days (Figure 1J). In 1-month-old mice, only 2.46% ± 1.25% of EdU+ NSCs retained their NSC identity 10 days after labeling, and none retained it after 30 days (Figure 1L). Strikingly, in 6-month-old mice, there was an approximately 15-fold increase in the fraction of proliferating NSCs that persisted as NSCs after the 10-day chase (29.37% ± 8.5%), and a third of those (9.3% ± 1.89%) retained their NSC identity after the 30-day chase (Figures 1K and 1L). These findings demonstrate that proliferating hippocampal NSCs progressively acquire the capacity to return to quiescence, resulting in long-term self-renewal that supports maintenance of the NSC pool with age.

### Resting NSCs increasingly contribute to the proliferative NSC pool

Next we wanted to find out whether dormant NSCs, which have not proliferated previously, may also alter their properties with time. To address this, we gave mice of different ages (1–18 months) EdU in the drinking water for 2 weeks and culled them after a 20-h chase. Resting NSCs do not remain quiescent over the long term, particularly in young mice (Figure 1L), and therefore most resting and proliferating NSCs are labeled by prolonged EdU exposure in these paradigms, meaning that the EdU– NSC population essentially corresponds to the dormant NSC pool. We found that the fraction of dormant NSCs that became active and proliferated during the 20-h chase period (i.e., EdU–Ki67+ NSCs; Figure 2B) declined progressively and substantially with age, indicating that dormant NSCs were progressing into a deeper state of quiescence over time (Figures 2C and 2D).

**Figure 2:**
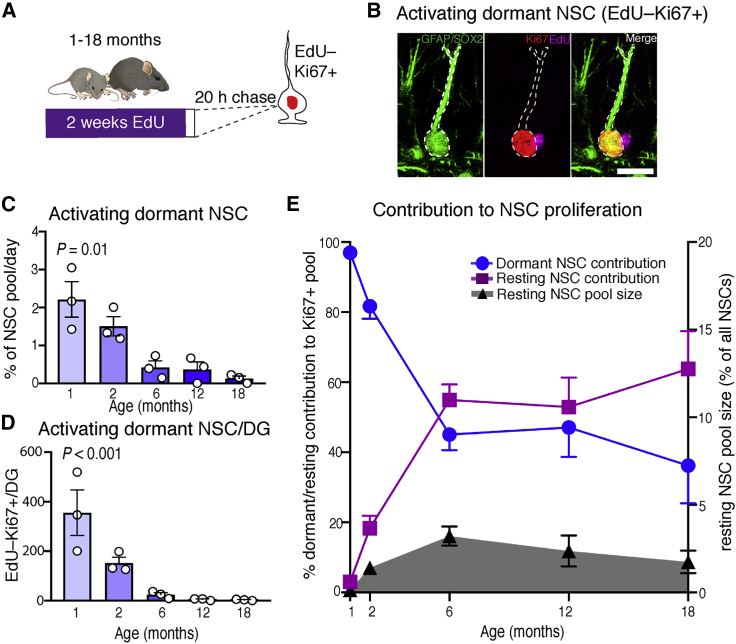
Resting NSCs increasingly contribute to the proliferative NSC pool with time (A) Mice received EdU via drinking water for 2 weeks to label proliferating and resting NSCs, followed by a 20-h chase. (B) Dormant NSCs that proliferated during the 20-h chase period were identified as EdU–Ki67+ NSCs. (C) The activation rate of dormant NSCs, normalized to the total size of the NSC pool, decreased with age, indicating deepening quiescence of this population. (D) The absolute numbers of EdU–Ki67+ cells also decreased with age. (E) The contribution of dormant NSCs to the proliferative NSC pool decreased with age, whereas the contribution of resting NSCs increased despite the resting NSC pool remaining relatively small even at advanced ages. Graphs show mean ± SEM. Dots represent individual mice in (C) and (D); in (E), 3 mice were analyzed per time point. Statistics: one-way ANOVA in (C) and (D). Scale bar in (B), 10 μm.

Even in 6- to 18-month-old mice, the numbers of resting NSCs remained small compared with the size of the dormant pool (Figure 2E). We therefore quantified the functional significance of resting NSCs by determining their contribution to the proliferative NSC pool at different ages. As expected, in juvenile mice where the resting pool is very small and the rate of activation of dormant cells is relatively high, the vast majority of proliferating NSCs arose from the dormant NSC pool. However, in 6- to 18-month-old mice, when the resting pool has grown and dormant cells have become more deeply quiescent, resting NSCs were the origin of 55%–63.8% of proliferating NSCs despite comprising only 1.5%–3% of the NSC population (Figure 2E). These findings imply that resting hippocampal NSCs are in a shallower state of quiescence and have a higher rate of activation than dormant NSCs. They also support a novel model where, with time, hippocampal NSC proliferation is generated increasingly from resting NSCs that have the capacity to shuttle between active and quiescent states, delaying NSC depletion and ensuring long-term maintenance of the NSC pool.

### Increasing numbers of NSC self-renewing divisions over time

We next wondered whether returning to the resting state and escaping differentiation might provide NSCs with additional opportunities for self-renewing divisions. To address this possibility, we developed a mouse model to count the number of self-renewing divisions each hippocampal NSC undergoes prior to depleting from the niche. We used a labeling system based on the histone 2B (H2B)-green fluorescent protein (GFP) fusion protein, which accumulates in nuclei and is then repressed through doxycycline (Dox) administration, resulting in dilution of the GFP label following cell division (Kanda et al., 1998; Tumbar et al., 2004). We compared juvenile (1.5 month) and adult (6 month) cohorts in which the H2B-GFP label was targeted to NSCs using the *Glast* gene promoter (Figures 3A–3E; Mori et al., 2006).

**Figure 3:**
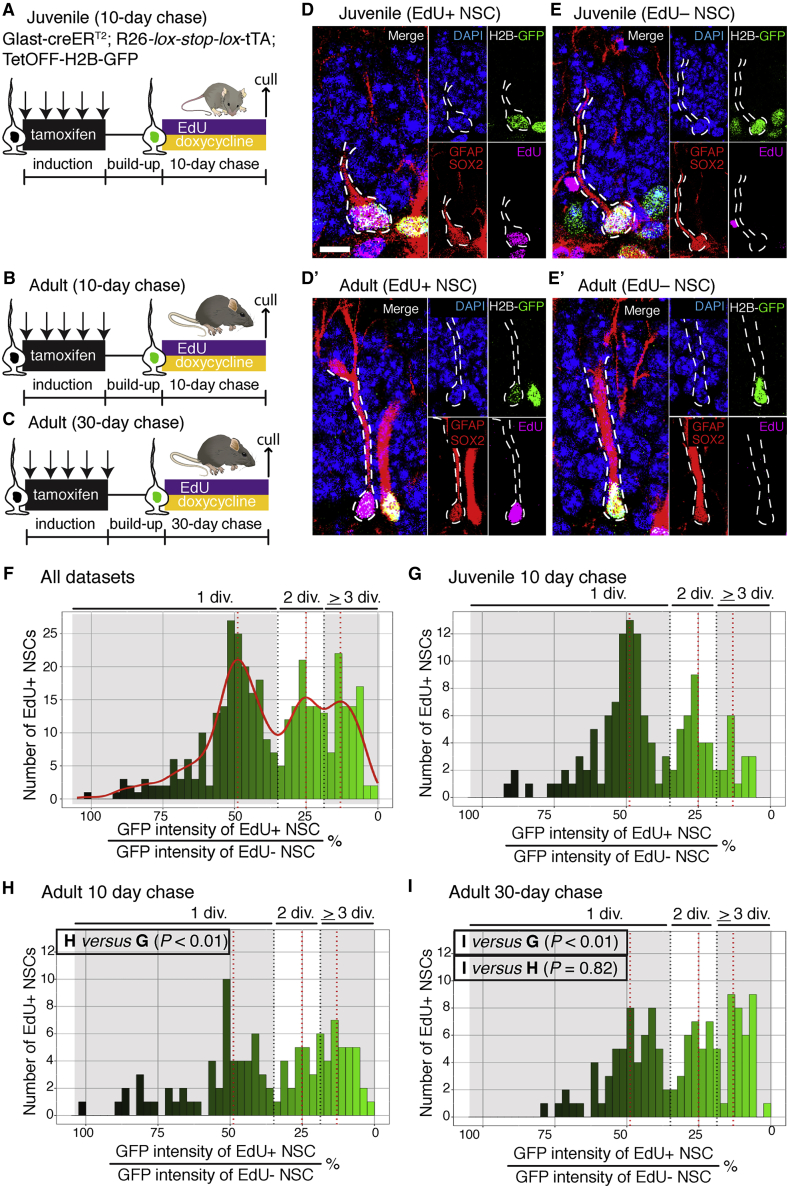
NSCs perform more self-renewing divisions with time (A) A juvenile cohort (P14) of H2B-GFP mice was injected with tamoxifen to induce GFP expression in NSCs. The mice received Dox for 10 days to stop label incorporation and EdU to mark dividing cells. (B) An adult cohort (5 months old) received the same treatment. (C) A second cohort of adult mice (4.5 months old) received Dox for 30 days to control for the increased time a proliferating NSC persists before depleting in adult mice. (D) The H2B-GFP label becomes diluted in EdU+ NSCs. (E) In quiescent EdU– NSCs, the label remained undiluted. (F) The GFP signal from EdU+ NSCs was categorized into discrete bins through automated analysis. These bins corresponded to the numbers of self-renewing divisions. (G) Label dilution profile of EdU+ NSCs from juvenile mice (10-day chase). (H) The label dilution profile of EdU+ NSCs from adult mice (10-day chase) showed increased self-renewal compared with juveniles. (I) Label dilution profile of EdU+ NSCs from adult mice (30-day chase) also showed increased self-renewal compared with juveniles. Statistics: Fisher’s exact test in (G)–(I). Scale bar (located in D): 15 μm in (D) and (E) and 10 μm in the subset panels in (D) and (E). div, divisions.

We found that, at both ages, most NSCs underwent between 1 and 3 self-renewing divisions before losing their stem cell identity. However, the patterns of H2B-GFP dilution were different between ages, indicating different division patterns (Figures 3F–3I). For example, in a label dilution experiment where mice received Dox for identical lengths of time, 64% of NSCs self-renewed only once in juvenile mice (versus 50% in adults), whereas 12% of NSCs underwent three or more self-renewing divisions (versus 28% in adults) (Figures 3G and 3H). Thus, the increased self-renewal with time is an additional mechanism contributing to preservation of the NSC pool in adults.

### Mathematical modeling of time-dependent changes

To extend these observations, we built a mathematical model of hippocampal NSC population dynamics at different ages. For model fitting, we used the numbers of total NSCs (Figure 1B), proliferating NSCs (Ki67+, referred to as active cells throughout modeling section; Figure 1D), and resting NSCs (EdU+Ki67–; Figure 2E) from mice 0.5–12 months of age. In our model (Figure S2A; Data S1), we found that a decreasing activation rate provided a good fit for the numbers of total NSCs and active NSCs, as already found in our previous model of hippocampal NSC dynamics (Ziebell et al., 2018). However, the model was a poor fit for resting NSCs (the quiescent label-retaining cell population) because it did not take into account that dormant and resting cells could have different activation rates (Figure S2B). We therefore retained the time-dependent activation rate from the initial model but allowed the absolute value of the activation rate to differ between resting NSCs and dormant NSCs. This change resulted in dramatic improvement of the fit of the model (Akaike information criterion [AIC] = 53 compared with 120 for the model where both populations have the same activation rate; Figures S2B and S2C). In the top-ranked model (AIC = 36; Figure 2D), resting NSCs across the first 6 months of life had a median activation rate 29.2-fold higher than that of dormant NSCs. We tested a variety of other scenarios (e.g., time-dependent cell cycle duration), and in isolation these models were poor (Table S1; Data S1). Likewise, when we added time-dependent self-renewal and time-dependent cell cycle duration to the model of best fit, they did not make improvements (AIC > 36), suggesting that these features contribute less to time-dependent changes than activation rates. Furthermore, refitting of the model to the data under the assumption that activation rates, proliferation rate, and self-renewal are age dependent predicts that age-related changes of proliferation rate and self-renewal are small compared with the changes in activation rates (Data S1). Accumulation of resting NSCs with a high activation rate and the decreasing activation rate of dormant NSCs are the main features that explain the overall increased contribution of resting NSCs to proliferation (Table S1) and the decreased depletion of NSCs over time.

### Single-cell RNA sequencing and pseudotemporal ordering demonstrate state- and age-dependent changes to hippocampal NSC quiescence

The age-dependent changes in hippocampal NSC properties and in particular the different activation rates of resting and dormant NSCs warranted transcriptomic characterization to identify the molecular mechanisms underlying these properties. To achieve this, we crossed the Nestin-GFP mouse line that labels NSCs (Mignone et al., 2004) with Ki67^TD^ mice to label proliferating cells and their progeny (Basak et al., 2018). The generated mice (hereafter called Ki67^TD-NES^) were injected with tamoxifen at 1-month, 2-months, and 6–8 months of age to irreversibly label the progeny of proliferating cells with red fluorescence, their DG was disassociated, and GFP+tdTomato– and GFP+tdTomato+ cells were sorted by flow cytometry and sequenced with the 10x Genomics platform (Figures 4A and 4B; Figure S3). 

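In Ki67^TD-NES mice, green fluorescence marks cells in which the Nestin-GFP transgene is active, and a tamoxifen-inducible recombinase expressed from the Ki67 gene removes a stop sequence in front of tdTomato in cells that are dividing. The mice received tamoxifen at 100 mg/kg on 6 days and were culled after 8 days. The data analysed here are 8 libraries from 7 experimental days, with 1 experiment at 1 month, 3 at 2 months and 3 at 6–8 months; the labels give 6 months for the last group. In the first experiment at 2 months, tdTomato+ and tdTomato– cells were sequenced as separate libraries, and the label of the tdTomato+ library also names double-negative cells. Each other library held both sorts together. The authors mapped the reads with cellRanger to a custom mouse genome and deposited 1 merged matrix of counts of unique molecular identifiers (UMIs) for 31058 genes and reporter elements in 26036 barcodes, without normalization. The 1-month library held 26464703 UMIs. The libraries of the first experiment at 2 months held 9397048 (tdTomato–) and 4938419 (tdTomato+), and those of the second and the third held 9637578 and 4861883. At 6–8 months the libraries held 13739260, 22621305 and 43826338 UMIs. Median UMIs per barcode ranged from 1960 in the second experiment at 2 months to 7636.5 in the third at 6–8 months. The libraries at 2 months were made with Version 2 of the chemistry and all others with Version 3, so that 2 months cannot be told apart from the chemistry, whereas 1 month and 6–8 months share it. The experiment was taken as the replicate throughout, and cells were not. The separately sorted libraries of the first experiment at 2 months were summed. Counts were summed per experiment and NSC state for tests of gene expression with edgeR's quasi-likelihood method, with the experiment as a block between states, since all states of an experiment come from the same animals. Single values were compared with exact sign-flip tests between states and exact permutation tests between ages, both two-sided.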

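Of the 26036 barcodes, 24376 had over 500 genes and under 10% mitochondrial UMIs, and 509 of these carried at least 3 markers of each of 2 lineages and were marked as doublets, which left 23867 cells. That limit was taken after several had been compared: at least 2 markers of each lineage marked 1864 cells and at least 4 marked 173. Markers of NSCs or astrocytes together with those of IPCs or neuroblasts were not counted as 2 lineages. Doublets of NSCs with IPCs or neuroblasts were therefore not marked as such. Clustering was run on all 24376, and marked cells were left out of all results on NSCs but not of the cluster sizes given here. It gave 31 clusters, of which 9 with NSC, astrocyte or intermediate progenitor markers were re-clustered together (5655 cells, 15 clusters), and the dividing and progenitor clusters among them once more (9 sub-clusters). Clusters were named by hand from marker lists fixed before the data were examined, and 3002 cells that were not marked were NSC-like. These came from clusters 0, 3, 6 and 7 and from 4 of the sub-clusters, whose quiescent cells belong to cluster 2. Cluster 0 (846 cells) was led by 1500015O10Rik, Riiad1 and S100a6, and cluster 6 (439 cells) by 1500015O10Rik, Xist and Hopxos. Cluster 7 (439 cells) was led by the immediate early genes Cyr61, Junb and Klf4. Cluster 3 (503 cells) was led by Fbln5, AY036118, St6galnac5 and Gm42418, with 9 of the NSC markers detected but none among its top 10 genes. Those 10 genes included 1 marker of the astrocyte list, Itih3, which was no higher in astrocyte-like cells: 218 ± 49.0 CPM (UMIs scaled to the same total in every summed sample; SD, n = 7 experiments) in the other NSC-like clusters, 331 ± 94.5 in cluster 3 and 180 ± 80.7 in the astrocyte-like clusters. The NSC-like cells numbered 1096 at 1 month, 576 and 46 in the tdTomato– and tdTomato+ libraries of the first experiment at 2 months, 375 and 177 in the second and the third, and 181, 192 and 359 at 6–8 months. Their median depth was 6064 UMIs at 1 month, 1411 to 6617 in the libraries at 2 months and 4138 to 6961 at 6–8 months.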

The dataset of 24,203 cells was subsetted into NSCs and intermediate progenitor cells (IPCs) (Figure 4C; Figures S4A and S4B) and then re-clustered to exclude IPCs and isolate only quiescent and proliferating NSCs (Figures S4C and S4D). From this final dataset of 2,947 NSCs, we used the trajectory tool Slingshot to infer progression along a pseudotime curve from quiescence to activation (Figures 4D and 4E; Street et al., 2018), which we validated against an existing pseudotime analysis of 123 hippocampal progenitors (Shin et al., 2015; Figure 4F).

**Figure 4:**
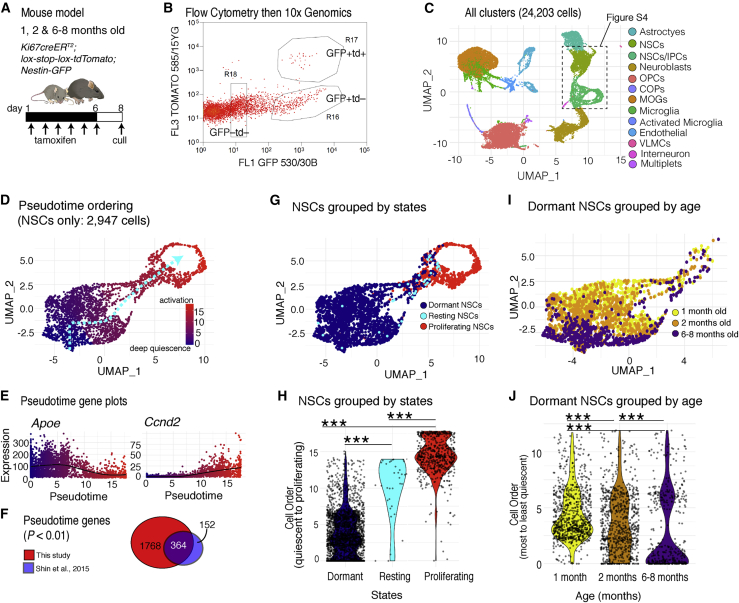
The quiescence depth of hippocampal NSCs is dependent on the proliferation history of the stem cell and the age of the mouse (A) Cohorts of 1-, 2-, and 6- to 8-month-old Ki67^TD-NES^ mice were given tamoxifen and culled after 8 days, and then the DG was dissociated. (B) GFP+tdTomato+ and GFP+tdTomato− cells were collected by flow cytometry and sequenced using a 10x Genomics platform. (C) Uniform Manifold Approximation and Projection (UMAP) plot showing the 24,203 cells sequenced from 8 experiments. (D) After two iterations of subsetting and re-clustering, a dataset of 2,947 NSCs was ordered using Slingshot, revealing a pseudotime trajectory from the most quiescent NSCs (blue) to proliferating NSCs (red). (E) Pseudotime progression is correlated negatively with *Apoe* expression and positively with *Ccnd2* expression. (F) Strong concordance between genes associated with this pseudotime trajectory and those from Shin et al. (2015). (G) UMAP plot showing the locations of dormant (quiescent and GFP+tdTomato–), resting (quiescent and GFP+tdTomato+), and proliferating NSCs (cell cycle gene expression and GFP+tdTomato+/–). (H) Plotting pseudotime positions reveals that resting NSCs are in a shallower state of quiescence than dormant NSCs. (I) UMAP plot showing the location of dormant cells according to mouse age. (J) Plotting pseudotime positions of dormant NSCs grouped by age reveals a progressive increase in quiescence depth. Dots in UMAP and violin plots represent individual cells. Statistics: Mann-Whitney *U* test in (H) and (J). ^∗∗∗^p < 0.001.

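Pseudotime was computed here as a principal curve through the first 10 principal components of the NSC-like cells, after integration across the 2 chemistry versions, and scaled from 0 to 100 with proliferating NSCs at the high end. Slingshot was not used here. Apoe, Ccnd2, the other genes the paper names and the reporter elements were kept out of the genes behind the curve. Apoe (ENSMUSG00000002985) lies on chromosome 7 of GRCm38 from 19696109 to 19699188 on the minus strand, in the GENCODE M21 annotation, and encodes a lipid carrier protein. Its Spearman correlation with pseudotime over the NSCs of an experiment was −0.713 ± 0.0779 (SD, n = 7 experiments) and ranged from −0.829 to −0.599, negative in 7 of 7 (exact sign-flip test, p = 0.0156, the smallest p that 7 experiments allow). Ccnd2 (ENSMUSG00000000184), the gene of cyclin D2, lies on chromosome 6 from 127125162 to 127152193 on the minus strand. Its correlation was 0.686 ± 0.0281 (SD, n = 7), from 0.656 to 0.731, positive in 7 of 7 (exact sign-flip test, p = 0.0156). Benjamini-Hochberg adjustment over these 2 genes leaves both p-values unchanged. Between proliferating and dormant NSCs, edgeR with TMM scaling gave log2 fold changes of −2.80 for Apoe and 2.50 for Ccnd2. The orientation of the curve by proliferating NSCs therefore sets both directions in part. The paper also named both genes from these libraries, so these p-values are weak evidence. The alternative settings moved the mean correlation of Apoe at most to −0.622 and that of Ccnd2 at most to 0.603.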

We then analyzed the positions along the pseudotime axis of NSCs in different states (proliferating, resting, and dormant) and of different ages. We identified proliferating NSCs in G_2_/S/M phase based on cell cycle scoring algorithms (Butler et al., 2018). However, to distinguish proliferating NSCs in G_1_ phase from quiescent NSCs in G_0_ phase among recombined (tdTomato+) cells, we used the expression of *Mcm* and other G_1_/S-phase genes (Figure S5; STAR methods). 

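NSC-like cells were called by the rules of the paper's methods. A cell was proliferating if Seurat's phase scores placed it outside G1, or if it held UMIs of more than 1 of the genes Mcm2 to Mcm7, Ccne1, Ccne2 and Pcna (the index genes; more than 2 with Version 3). It was tdTomato+ with fewer than 4 UMIs of the intact reporter locus and more than 1 of the recombined locus, both limits doubled with Version 3. This gave 2210 dormant, 20 resting and 772 proliferating NSCs. The index has no gap at its limit, with 339 NSCs at the highest value still called quiescent and 119 at the lowest value called proliferating by it. The third experiment at 6–8 months had 1 resting NSC and was left out of comparisons with resting NSCs, which leaves 6 experiments. The paper's own independent genes are not used here. In their place, 12 G1/S genes outside the index (among them Lig1, Cdt1, E2f1 and Orc1) were summed per experiment and state, on the scale of log2(CPM + 1). Resting NSCs averaged 7.29 and dormant NSCs 6.81, a difference of 0.48 ± 1.22 (SD, n = 6 experiments; higher in 3 of 6; exact sign-flip test, p = 0.375), and −0.39 with the same thresholds in both chemistries. Proliferating NSCs averaged 10.03, and resting minus proliferating was −2.74 ± 1.03 (SD, n = 6; lower in 6 of 6). The definition of the states by cell-cycle genes sets this order in part, so no p is given for it. Resting NSCs held 12 UMIs of these genes in all, so that a difference from dormant NSCs was not detectable at this depth. Total UMIs per cell, on the log2 scale, averaged 11.67 in resting, 11.48 in dormant and 12.54 in proliferating NSCs. Resting minus dormant was 0.19 ± 0.49 (SD, n = 6; higher in 4 of 6; exact sign-flip test, p = 0.375), and resting minus proliferating was −0.87 ± 0.56 (SD, n = 6; lower in 6 of 6), again without a p, since the index calls deeper cells proliferating more readily. The 5 exact tests of resting against dormant NSCs form 1 family, in which Benjamini-Hochberg adjustment takes each p of 0.0312, the smallest that 6 experiments allow, to 0.0521 and leaves 0.375 as it is. They had first been adjusted together with 3 tests against proliferating NSCs, which gave 0.0417 but counted in tests that the definition of the states largely decides. With no limit on reads of the intact locus, an alternative chosen after seeing the data, resting minus dormant UMIs became 0.43 (exact sign-flip test over 7 experiments, p = 0.0156). Resting NSCs must hold few intact and enough recombined reads, and both counts can rise with depth. The definition therefore sets resting minus dormant UMIs in part, with or without the intact limit, and both p-values carry little evidence. The index also counts detected genes, so a cell of low depth is more readily called quiescent.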

Supporting our thresholding approach, resting NSCs expressed an independent set of G_1_/S-phase genes at similarly low levels as dormant cells (Figure S5D) and had total mRNA levels that were half of those of proliferating NSCs and equivalent to those of dormant NSCs, indicative of a quiescent state (Figure S5E). As predicted from the 2-week EdU labeling experiments (Figure 2E), resting NSCs were rare (Figure 4G). They segregated along the pseudotime axis at positions intermediate between proliferating NSCs and dormant NSCs (tdTomato– and quiescent), with only a minority of resting cells occupying deeply quiescent positions (Figures 4G and 4H). 

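The 20 resting NSCs made up 0.897% of the quiescent NSCs. The share was 0.343% at 1 month (3 resting and 871 dormant NSCs; exact 95% binomial interval 0.0708% to 1.00%), and 0.438%, 1.61% and 4.00% in the experiments at 2 months (2, 4 and 4 resting NSCs). At 6–8 months it was 2.88%, 1.44% and 0.366% (4, 2 and 1 resting NSCs). The interval of the highest share, in the third experiment at 2 months, ran from 1.10% to 9.93%. The intervals cover counting error only. All of these shares depend on the sorts and on how many cells of each were loaded, so they are shares of the sequenced cells. They also depend on the limit on intact reads. NSCs at or over it cannot be called resting and made up 86.5% at 1 month, 70.9%, 14.1% and 20.3% in the experiments at 2 months, and 65.2%, 81.8% and 85.5% at 6–8 months. The shares of different experiments are therefore not directly comparable. Calling quiescence from the index genes alone gave 30 resting NSCs (1.28%), and adding a list of mitotic genes to the index gave 17 (0.782%). Without the limit on reads of the intact locus, chosen after seeing the data, there were 68 (3.05%). In the first experiment at 2 months, 1 of the 2 resting NSCs came from the tdTomato– library. The rule called 0.174% of the NSCs of that library tdTomato+ (exact 95% binomial interval 0.0044% to 0.963%). This interval reaches past the share of 0.897% over all experiments, so false calls among the resting NSCs are not excluded.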

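Mean pseudotime over the 6 experiments was 11.5 in dormant, 22.9 in resting and 53.5 in proliferating NSCs. Resting NSCs lay above dormant NSCs of the same experiment by 11.4 ± 6.31 (SD, n = 6), from 1.71 to 19.3 and in 6 of 6 (exact sign-flip test, p = 0.0312, and 0.0521 adjusted). Proliferating NSCs lay above resting NSCs by 30.6 ± 10.4 (SD, n = 6), from 17.0 to 44.2 and in 6 of 6. No p is given for this order, since the definition of the states by cell-cycle genes and the orientation of the curve set it in part, as they do the place of proliferating above dormant NSCs. Each resting mean rests on 2 to 4 cells. With recombined reads counted from the WPRE element alone, 4 experiments remained, and resting NSCs lay 18.3 above dormant NSCs (exact sign-flip test, p = 0.125, the smallest p that 4 experiments allow) and 21.1 below proliferating NSCs.

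**Figure D1:**
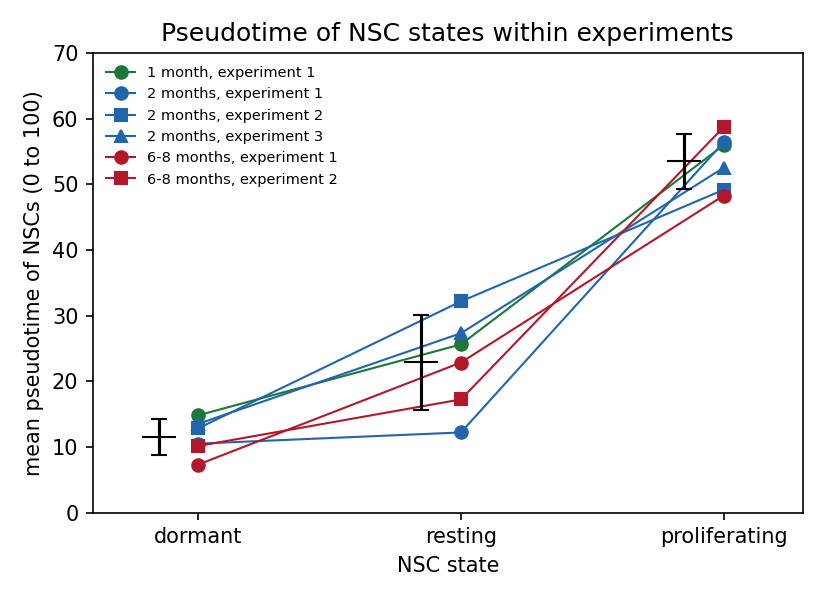
Mean pseudotime (0 to 100, high towards proliferation) of dormant, resting and proliferating NSCs in each of the 6 experiments with at least 2 resting NSCs. Each line joins the states of 1 experiment, and resting NSCs lie above dormant and below proliferating NSCs in 6 of 6.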

Our single-cell transcriptomics analysis therefore shows that proliferating NSCs that return to a state of quiescence are among the shallowest quiescent NSCs.

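Within its own experiment, a resting NSC lay above 78.9% ± 13.6 of the dormant NSCs (mean over experiments, SD, n = 6; exact sign-flip test against 50%, p = 0.0312, and 0.0521 adjusted). Of all 20 resting NSCs, the third experiment at 6–8 months included, 17 lay above the median dormant NSC, 14 lay among the shallowest 10% of dormant NSCs, and 3 lay among the deepest 50%. From the intermediate position of recently divided, now quiescent cells on this axis, the paper concludes that NSCs returning to quiescence are among its shallowest members.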

The effect of age on the depth of dormant NSC quiescence was also striking (Figures 4I and 4J). The distribution of NSC pseudotime positions from 1-month-old mice was clearly overrepresented in shallower states of quiescence, whereas NSCs at 2 months of age were distributed evenly across the quiescence spectrum, and NSCs from 6- to 8-month-old mice were over-represented in deeper states of quiescence. Thus, dormant hippocampal NSCs demonstrate an early and continuing progression into deeper quiescence. 

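Dormant NSCs had a mean pseudotime of 14.8 at 1 month (1 experiment, with no replicate check), 12.3 ± 1.58 (SD, n = 3; 10.5 to 13.5) at 2 months and 8.15 ± 1.73 (SD, n = 3; 6.99 to 10.1) at 6–8 months. The difference between 6–8 and 2 months was −4.13 (exact permutation test, p = 0.10, the smallest p that 3 experiments against 3 allow; 0.10 after adjustment over the 2 comparisons made between these ages), and that between 6–8 months and 1 month was −6.67, with no test. Without integration across the chemistry versions the latter was −25.8. That value is in percentile ranks among NSCs of the same version, so its size cannot be set beside −6.67. Of the quiescent NSCs, cluster 0 held 50% at 1 month, 39.9% at 2 months and 6.53% at 6–8 months, whereas cluster 3, which lies lowest on the axis at every age, held 7.44%, 10.9% and 61.5%. Within cluster 3, mean pseudotime of dormant NSCs was 5.75 at 1 month, 3.26 ± 0.571 (SD, n = 3) at 2 months and 4.18 ± 0.988 (SD, n = 3) at 6–8 months. Within cluster 0 it was 13.6, 10.8 ± 0.658 (SD, n = 3) and 13.5 ± 1.88 (SD, n = 3). Cluster 6 gave 16.3, 12.3 ± 1.01 and 12.3 ± 1.56, and cluster 7, led by immediate early genes, gave 16.3, 13.6 ± 1.01 and 11.6 ± 2.35 (SD, n = 3 at the later ages). The few dormant NSCs of cluster 2 averaged 31.7 at 1 month, 32.4 ± 2.51 (SD, n = 3) and 30.8 ± 1.14 (SD, n = 3). The mean at 6–8 months lay below that at 1 month in 5 of 5 clusters, and below that at 2 months in 3 of 5, where the chemistry differs as well. None of these differences within clusters was tested. The mean of all dormant NSCs at 6–8 months depends on whether cluster 3, with no NSC marker among its top 10 genes, is counted as NSCs. Without it, an alternative chosen after the clusters had been seen, 6–8 months minus 1 month was −0.737 and 6–8 minus 2 months was 1.64 (exact permutation test, p = 0.30). As the lowest cluster it would shrink the shift when left out whatever the cause, so these values do not test the shift. From the shift of dormant NSCs along the axis between the ages, the paper concludes that their quiescence deepens early and continues to do so.

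**Figure D2:**
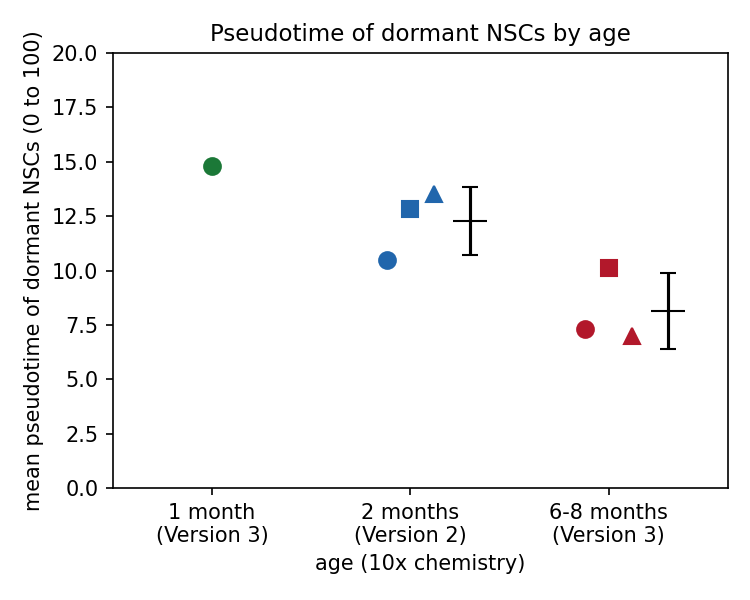
Mean pseudotime (0 to 100, low is deeper quiescence) of dormant NSCs in each experiment at 1 month (1 experiment), 2 months (3) and 6–8 months (3), with the mean and SD of each group of 3. The libraries at 2 months were made with Version 2 of the chemistry and the others with Version 3.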

The single-cell RNA sequencing (scRNA-seq) data support the EdU labeling data and mathematical modeling reporting the existence of a small population of resting NSCs that exist in a shallow quiescent state and the deepening quiescence of dormant NSCs.

### Division history affects the molecular properties of quiescent hippocampal NSCs

The previous findings suggest that resting NSCs might diverge molecularly from dormant NSCs. To directly address this, we used the scRNA-seq data to compare gene expression in the different NSC populations. 

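Counts were summed over the resting and over the dormant NSCs of each of 6 experiments, and 3549 genes with a UMI in at least 20% of the cells of either state were tested with the experiment as a block. Resting sums were small, the least holding 4129 UMIs from 2 to 4 cells. With edgeR's quasi-likelihood test and TMM scaling, 211 genes had an adjusted p under 0.05, 16 higher and 195 lower in resting NSCs, and 715 had an unadjusted p under 0.05. Without the 1-month experiment 108 genes were called, and without the first at 6–8 months 118. The median log2 fold change of all tested genes was −0.44, and 11 of the genes called lower had no UMI in resting NSCs. Scaling by total UMIs alone, an alternative chosen after these counts had been seen, called 144 genes, 91 higher (63.2%) and 53 lower, with a median of 0.14, and 69 genes were called under both scalings. On simulated counts with 200 changed genes among 3549, TMM recovered 42.1% of them and 25.9% of its calls were false, all of these lower, whereas total UMIs recovered 46.9% with 3.30% false. With no changed gene, camera gave an unadjusted p under 0.05 in 23 of 60 simulated set tests with TMM and in 3 of 60 with total UMIs, so the set tests with TMM are not calibrated here. Of the rule-chosen genes, Marcks rose by a log2 fold change of 1.30 (standard error 0.35, edgeR adjusted p = 0.010; 1.94 under total UMIs) and Hes5 by 1.09 (standard error 0.35, edgeR adjusted p = 0.033; 1.76 under total UMIs), both higher in 6 of 6 experiments. With 1 experiment left out in turn, the call with TMM was lost in 2 of 6 cases for Marcks (edgeR adjusted p up to 0.23) and in 4 of 6 for Hes5 (up to 0.15). Ctso, Fgfr3, Grin2b, Cadm2 and Smpd1 had no UMI in resting NSCs. Against a floor of 3 counts over all resting NSCs they were at least 2.49-, 2.07-, 2.54-, 2.02- and 1.88-fold lower, though Smpd1 had an adjusted p of 0.059 in edgeR under total UMIs. Apoe averaged 13889 ± 6011 CPM in resting and 22963 ± 4399.7 CPM in dormant NSCs (SD, n = 6), lower in 6 of 6, with a log2 fold change of −1.49 (standard error 0.32, edgeR adjusted p = 2.4e-04) and of −0.80 under total UMIs (edgeR adjusted p = 0.019). For lipid metabolism, 29 genes of a list of 40 fixed before the data were examined could be tested. Their median log2 fold change lay below that of all other genes, by a difference of −0.38 (limma's camera test, adjusted p = 0.067). Under total UMIs the difference was −0.39 (camera adjusted p = 0.020; 0.046 unadjusted with an estimated correlation, and 0.071 adjusted in fry), so that the tests did not all place the set past 0.05. With 1 experiment left out in turn, the difference with TMM ran from −0.59 to −0.26.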

Gene Ontology analysis of differential gene expression between resting and dormant NSCs (880 genes; Table S3), showed that resting NSCs had reduced expression of genes associated with lipid metabolism, suggesting shallower quiescence because NSCs require *de novo* lipogenesis and fatty acid oxidation to maintain quiescence (Knobloch et al., 2013, 2014; Figure 5A). 

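Of a list of 84 ribosomal protein genes, 81 were tested, and their median log2 fold change in resting against dormant NSCs was 0.07, which is 0.53 above that of all other genes. limma's camera adjusted p with TMM was 1.9e-07, and 0.24 without the first experiment at 6–8 months, but the test is not calibrated with this scaling. Under total UMIs the median was 0.75, a difference of 0.63 (camera adjusted p = 5.8e-36, but 0.064 unadjusted with an estimated correlation and 0.063 adjusted in fry). For mRNA processing, 28 of 31 listed genes of the Srsf and Hnrnp families were tested, and their median lay 0.32 above the others (camera adjusted p = 0.15). It lay at −0.0088 with the same thresholds in both chemistries, and at 0.45 without the first experiment at 2 months. Under total UMIs it lay 0.39 above them (camera adjusted p = 0.0077, but 0.099 unadjusted with an estimated correlation and 0.063 adjusted in fry). Medians are reported in place of means, a change made after mean and test had been seen to differ in direction for another set. Ran, a GTPase of nuclear transport, lies on chromosome 5 from 129020069 to 129024323 (GRCm38, plus strand). It averaged 394 ± 224 CPM in resting and 267 ± 41.2 CPM in dormant NSCs (SD, n = 6), higher in 4 of 6 experiments. Its fitted log2 fold change was −0.12 (standard error 0.40, edgeR adjusted p = 0.91), and 0.49 under total UMIs. Rpl5 averaged 442 ± 244 against 269 ± 50.2 CPM and had a log2 fold change of 0.01 (standard error 0.39, edgeR adjusted p = 0.996), and 0.65 under total UMIs (edgeR adjusted p = 0.41). The resting values rest on 26 UMIs of Ran and 28 of Rpl5. Both genes have near-identical pseudogene copies to which reads can be assigned, so their counts are uncertain.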

Resting NSCs also showed increased expression of genes associated with ribosomal biogenesis, mRNA processing, and translation elongation, demonstrating upregulation of protein biosynthesis pathways, which has been associated with exit from quiescence (Figure 5B; Cabezas-Wallscheid et al., 2017). Furthermore, multiple genes/pathways that have been associated with maintenance of quiescence, such as *Clu* (Basak et al., 2018), *Hopx* (Berg et al., 2019), *Notch2* (Engler et al., 2018), and *Id4* (p < 0.01) (Blomfield et al., 2019), were downregulated in resting NSCs compared with dormant NSCs (Figure 5A; Table S3). 

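Clu (ENSMUSG00000022037, chromosome 14 of GRCm38 from 65968483 to 65981547, plus strand) averaged 693 ± 292 CPM in resting and 2702 ± 302 CPM in dormant NSCs (SD, n = 6 experiments), lower in 6 of 6. Its log2 fold change was −2.58 (standard error 0.38, edgeR adjusted p = 8.1e-09), and −1.95 under total UMIs. Hopx (ENSMUSG00000059325, chromosome 5 from 77086988 to 77115121, minus strand) averaged 1331 ± 974 CPM in resting and 3493 ± 2960.3 CPM in dormant NSCs, higher in 1 of 6, with a log2 fold change of −1.83 (standard error 0.38, edgeR adjusted p = 1.1e-04), and −1.30 under total UMIs. Notch2 (ENSMUSG00000027878, chromosome 3 from 98013527 to 98150361, plus strand) averaged 177 ± 239 against 534 ± 210 CPM, lower in 6 of 6, on 17 UMIs in resting NSCs. Its log2 fold change was −1.99 (standard error 0.46, edgeR adjusted p = 8.5e-04), and −1.35 under total UMIs (edgeR adjusted p = 0.031). Id4 (ENSMUSG00000021379, chromosome 13 from 48261228 to 48266026, plus strand) averaged 1389 ± 916 against 1656 ± 751 CPM, higher in 2 of 6. Its log2 fold change was −1.01 (standard error 0.35, edgeR adjusted p = 0.063), and −0.32 under total UMIs (edgeR adjusted p = 0.64). Several alternatives, DESeq2 among them, placed it under 0.05. Of the genes the paper names for these states, 5 were called over all genes tested and 6 when adjusted over the list alone, where Id4 has an adjusted p of 0.0065. The study chose this list on these libraries, so the second count is not independent evidence.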

We validated the dataset by confirming that expression of ID4 was downregulated at a protein level in resting versus dormant NSCs (Figures 5C–5E). We extended this analysis to genes expressed differentially between resting and proliferating NSCs. Excluding cell cycle genes that were upregulated uniquely in proliferating NSCs, many of the aforementioned quiescence-specific genes were expressed in resting NSCs at an intermediate level between dormant and proliferating states (Figures 5A and 5B; Table S4). Thus, although resting NSCs are quiescent, they show increased expression of metabolic and biosynthetic pathways and are primed toward re-activation.

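Between resting and proliferating NSCs, 5007 genes were tested and 718 called by edgeR with TMM scaling, 71 higher and 647 lower in resting NSCs, with a median log2 fold change of −0.74 over all genes. Without the 1-month experiment 304 were called, and without the second at 6–8 months 387. Total UMIs called 323, of which 158 (48.9%) were higher, with a median of −0.16, and 236 genes were called under both. On simulated counts with 200 changed genes, TMM recovered 26.1% of them and 48.0% of its calls were false, all of these lower, whereas total UMIs recovered 38% with 1.04% false. Among the calls with TMM, 157 genes had no UMI in resting NSCs. Those with the largest fall, Hist1h2ap, Pclaf, Cenpa, Rrm2 and Top2a, are cell-cycle genes that the definition of the states keeps low. Apoe was higher in resting than in proliferating NSCs in 6 of 6 experiments, with a log2 fold change of 1.11 (standard error 0.34, edgeR adjusted p = 0.017), and 1.78 under total UMIs. Clu rose by 0.92 (edgeR adjusted p = 0.045; 1.51 under total UMIs) and Id4 by 1.67 (edgeR adjusted p = 1.2e-05; 2.31 under total UMIs), both also in 6 of 6. With 1 experiment left out in turn, the calls of Apoe and Clu with TMM were each lost in 5 of 6 cases (edgeR adjusted p up to 0.11 and 0.24), and that of Id4 in none. With stricter NSCs the log2 fold change of Clu was −0.20. Hopx and Notch2 were called under neither scaling. Hopx, higher in 6 of 6 experiments, had log2 fold changes of 0.36 (edgeR adjusted p = 0.52) with TMM and 0.83 (edgeR adjusted p = 0.070) under total UMIs, and Notch2, higher in 3 of 6, of 0.05 (edgeR adjusted p = 0.95) and 0.62 (edgeR adjusted p = 0.49). With TMM their signs changed under several alternatives. Of the rule-chosen genes, Hes5 rose by 2.13, Entpd2 by 2.03, Gabrb1 by 2.03, Ttyh1 by 1.76 and Aldoc by 1.73, and by 2.76, 2.50, 2.57, 2.31 and 2.38 under total UMIs. The call of Entpd2 was lost in 1 of 6 cases with an experiment left out (edgeR adjusted p = 0.13). Ccnd2, named by the paper, fell by 1.52 on the log2 scale (edgeR adjusted p = 0.0013), and by 0.79 under total UMIs (edgeR adjusted p = 0.069). Ran fell by 2.49 on the log2 scale, and by 1.87 under total UMIs. Rpl5 fell by 1.24 (edgeR adjusted p = 0.018, lost in 3 of 6 cases with an experiment left out), and by 0.63 under total UMIs (edgeR adjusted p = 0.30). For ribosomal proteins with TMM the median lay 0.22 below that of other genes while the mean lay 0.04 above it, and with WPRE alone the median lay 0.13 above. No p is given with TMM, where camera was under 0.05 in 20 of 20 simulated set tests with no changed gene. Under total UMIs the median lay 0.13 below and the mean 0.16 above (camera, lower, adjusted p = 1.6e-08, but 0.29 unadjusted with an estimated correlation and 0.099 in fry), so that a difference of this set is not shown. Across the 3838 genes that edgeR called between proliferating and dormant NSCs (1924 higher, 1914 lower; 3978 and 2532 higher with total UMIs), genes of the cell cycle were set aside and each experiment was measured on genes called in the others. The position of resting NSCs, 0 at dormant and 1 at proliferating, was 0.330 ± 0.246 (SD, n = 6; 0.0356 to 0.632; exact sign-flip test against 0, p = 0.0312, and 0.0521 adjusted). Over 200 draws of as many random dormant NSCs, the median position was −0.0071 and the highest 0.244. The resting value lay between the other states for 16.5% of these genes, against a median of 13.1% for random dormant NSCs, of which 2 of 200 draws were as high, and 54.3% were shifted towards proliferating NSCs, against 45.5%. At 2 to 4 cells per experiment, single genes are too sparsely counted to be placed.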

**Figure 5:**
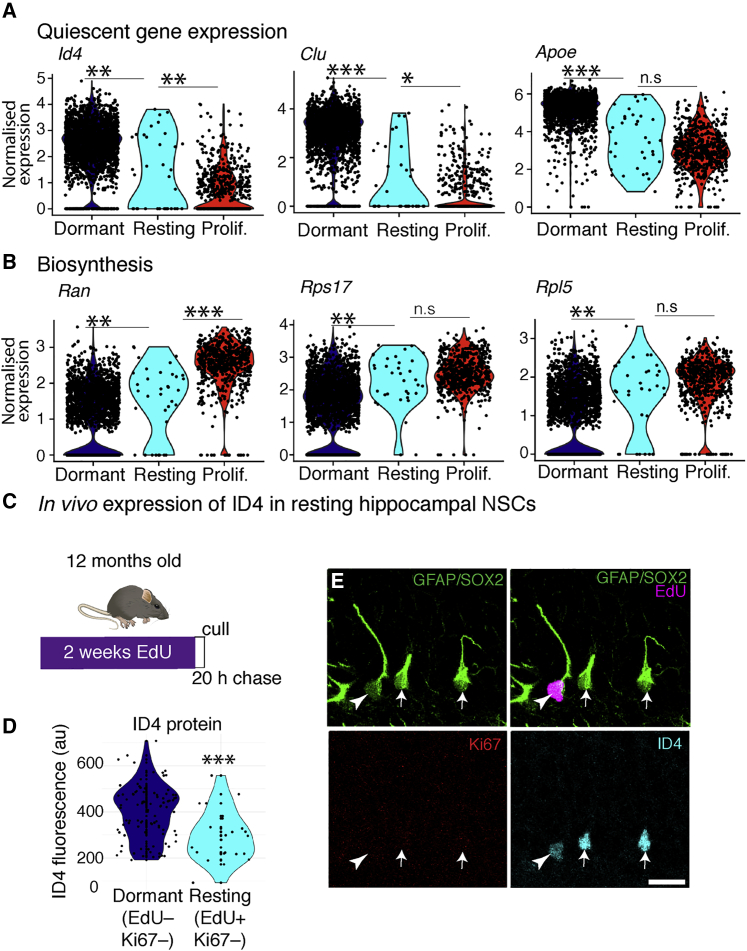
Resting NSCs display a distinct transcriptional profile indicative of a shallow quiescent state (A) Resting NSCs exhibit lower expression of quiescence marker genes than dormant NSCs (scRNA-seq). (B) Resting NSCs have increased expression of genes involved in biosynthesis compared with dormant NSCs (scRNA-seq). (C) To validate the differential gene expression analysis, 12-month-old mice received EdU for 2 weeks and were culled after a 20-h chase. (D) Resting NSCs had reduced staining intensity for ID4 than dormant NSCs. (E) Image of resting NSC (EdU+Ki67–, arrowheads) and dormant NSCs (EdU–Ki67–, arrows) with ID4 co-staining. Graphs are violin plots. Dots in violin plots represent individual cells. Statistics: t test performed on Pearson’s residuals with false discovery rate (FDR)-corrected p value in (A) and (B) and t test in (D). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. Scale bar in (E), 15 μm. a.u., arbitrary units.

### Declining ASCL1 levels explain time-dependent changes in quiescence

The fact that the properties of dormant, resting and proliferating NSCs change coordinately over time suggested that a common molecular mechanism might underlie these changes. The transcription factor ASCL1 was a strong candidate to contribute to the changing properties of NSCs; induction of ASCL1 expression is required for activation of quiescent NSCs (Andersen et al., 2014), and a reduction of ASCL1 protein levels allows proliferating hippocampal NSCs to return to a resting state (Urbán et al., 2016) and increases the likelihood that embryonic NSCs proliferate rather than differentiate (Imayoshi et al., 2013). We reasoned that the changing properties of hippocampal NSCs might reflect progressively lower expression levels of ASCL1 over time.

*Ascl1* is transcribed by most NSCs (Blomfield et al., 2019). However, because of low protein levels as a result of degradation induced by the E3 ubiquitin ligase HUWE1 (Urbán et al., 2016) and by Inhibitor of differentiation/DNA binding (ID) factors (Blomfield et al., 2019), ASCL1 protein cannot be detected by immunolabeling in quiescent NSCs and can only be seen when ASCL1 protein levels are at their highest; i.e., in proliferating NSCs. To increase ASCL1 detection, we examined its expression in a mouse line that expresses an ASCL1-VENUS fusion protein (Imayoshi et al., 2013). Labeling of the fusion protein with anti-GFP antibodies greatly enhanced detection of ASCL1 protein so that low levels were readily detectable even in quiescent NSCs (Figure S6). We found that there was a progressive but dramatic reduction in the proportion of NSCs (including quiescent NSCs) that express detectable levels of ASCL1-VENUS throughout adulthood. 54% of NSCs expressed ASCL1-VENUS in 0.5-month-old mice, 19% in 2-month-old mice, and 3% in 12-month-old mice (Figures 6A–6C). There was a parallel reduction in the intensity of ASCL1-VENUS fluorescence in NSCs from 6-month-old mice relative to 1-month-old mice (Figure 6D). Thus, the observed changes in hippocampal NSC properties with age correlate with a reduction in ASCL1 protein.

**Figure 6:**
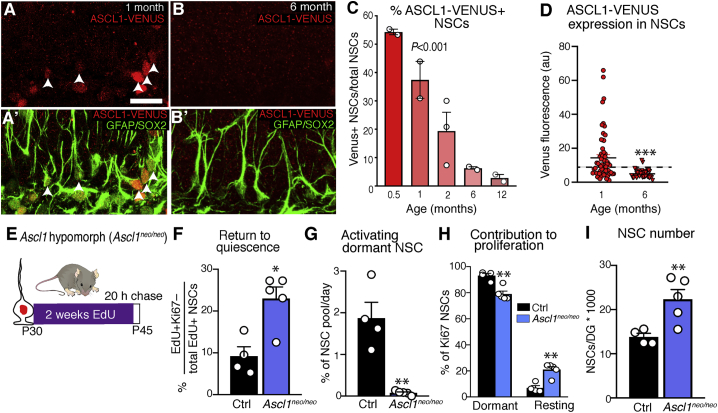
Ascl1 protein levels decrease with time and cause progressive changes in NSC behavior (A) ASCL1-VENUS staining in hippocampal NSCs from 1-month-old mice (arrowheads indicate positive cells) using an anti-GFP antibody. (B) ASCL1-VENUS staining in NSCs from 6-month-old mice. (C) Fewer NSCs are positive for ASCL1-VENUS with age. (D) The expression intensity of the ASCL1-VENUS protein also decreases with age. (E) *Ascl1*^neo/neo^ and control mice were given EdU to label proliferating and resting NSCs and were culled following a 20-h chase. (F) Hippocampal NSCs were returning more to quiescence after proliferating (EdU+Ki67−) in *Ascl1*^neo/neo^ mice than in controls. (G) Dormant NSCs activated less frequently in *Ascl1*^neo/neo^ mice. (H) Resting NSCs contributed more to the proliferative NSC pool in *Ascl1*^neo/neo^ mice than in controls. (I) *Ascl1*^neo/neo^ mice had more NSCs than controls. Graphs represent the mean ± SEM. Dots represent individual mice, except in (D), where dots represent individual cells (minimum of 20 cells analyzed per mouse, 2 mice per age). Statistics: one-way ANOVA in (C) and t test in (D) and (F)–(I). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. Scale bar (located in A): 21.9 μm in (A) and (B). a.u., arbitrary units.

To establish causality, we utilized an *Ascl1* hypomorphic mouse line (*Ascl1*^neo/neo^) that expresses reduced levels of *Ascl1* in adult hippocampal NSCs (Andersen et al., 2014). We labeled proliferating, resting, and dormant NSCs in 1-month-old *Ascl1*^neo/neo^ mice by EdU retention and Ki67 labeling as before (Figure 6E). Compared with age-matched controls, EdU+ NSCs in hypomorphic mice were 2.5 times more likely to return to quiescence (Figure 6F), and dormant NSCs were 24 times less likely to exit quiescence (Figure 6G). As a result, resting NSCs contributed more to the proliferative pool in *Ascl1*^neo/neo^ mice than in controls (Figure 6H) and the total number of NSCs was increased, presumably because of a lower depletion rate (Figure 6I). Therefore, hippocampal NSCs in *Ascl1*^neo/neo^ mice display the behavior of NSCs from older wild-type mice, which provides direct evidence that the declining levels of ASCL1 drive the time-dependent changes in NSC behavior and the resulting reduction in NSC depletion rate.

### Declining ASCL1 levels are due to increased post-translational degradation

In our scRNA-seq analysis of hippocampal NSCs in 1-month-old and 6-month-old mice, the levels of *Ascl1* transcripts did not change significantly (Figure 7A). We therefore reasoned that the steep time-dependent decline in ASCL1 protein levels must be primarily due to altered post-translational regulation, such as through increased expression or activity of ID proteins or HUWE1, which promote targeting of ASCL1 for proteasomal destruction (Blomfield et al., 2019; Urbán et al., 2016). Indeed, expression of *Huwe1* increased in 6-month-old NSCs relative to its expression in 1-month-old NSCs (Figure 7B), whereas, among *Id* genes, *Id4* was upregulated but *Id1–Id3* were downregulated with age (Table S5). 

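Quiescent NSCs at 1 month (1 experiment, 529592 to 4931168 UMIs per summed sample over both ages) were compared with those at 6–8 months (3 experiments), all made with Version 3. The 1-month sample was assumed to vary like those at 6–8 months, since it has no replicate. Of 4099 genes tested, edgeR with TMM scaling called 98, of which 69 were higher and 29 lower at 6–8 months, and 509 had an unadjusted p under 0.05. Scaling by total UMIs called 145, among them all 98. Without the third experiment at 6–8 months 21 genes were called, and with cluster 3 left out, chosen after seeing the data, 66 were called, of which 36 were among the 98. Huwe1 (ENSMUSG00000025261, chromosome X of GRCm38 from 151800807 to 151935417, plus strand), which encodes a ubiquitin ligase, averaged 65.1 CPM in quiescent NSCs at 1 month and 90.4 ± 8.17 CPM (SD, n = 3; 81.1 to 96.3) at 6–8 months, higher in 3 of 3 experiments. Its log2 fold change was 0.45 (standard error 0.23, edgeR adjusted p = 0.45, and 0.099 adjusted over the list alone), and 0.23 without cluster 3 (edgeR adjusted p = 0.995). Id4 averaged 987 CPM at 1 month and 1067 ± 159 CPM (SD, n = 3) at 6–8 months, with a log2 fold change of 0.10 (standard error 0.24, edgeR adjusted p = 0.93), higher in 1 of 3, and of −0.026 with no filter on low counts. The Id genes 1 to 3 were lower in 3 of 3 experiments. Id1 (chromosome 2, 152736251 to 152737410) fell from 152 to 46.5 ± 14.9 CPM, a log2 fold change of −1.69 (standard error 0.24, edgeR adjusted p = 1.0e-04). Id2 (chromosome 12, 25093799 to 25097140) fell from 173 to 80.2 ± 35.3 CPM, a log2 fold change of −1.03 (standard error 0.26, edgeR adjusted p = 0.026), and Id3 (chromosome 4, 136143497 to 136145755) from 432 to 62.9 ± 36.7 CPM, a log2 fold change of −2.68 (standard error 0.29, edgeR adjusted p = 1.5e-06). Without cluster 3, the log2 fold changes of Id1, Id2 and Id3 were −1.56 (edgeR adjusted p = 0.0054), −0.88 (edgeR adjusted p = 0.17) and −2.35 (edgeR adjusted p = 2.4e-07). Id1, Id2 and Id3 were called over all genes tested and when adjusted over the list alone. The genes with the largest rise by the rule were Wls (3.08), Gm8797 (2.43), Slc38a3 (2.33) and Gpr37 (2.14), beside Fbln5, the leading gene of cluster 3, with 3.12, and 2.70 without that cluster (edgeR adjusted p = 1.7e-05). Those with the largest fall were Fxyd6 (−3.34), Ifitm2 (−2.41), A730017C20Rik (−1.79), Gm10076 (−1.76) and Hddc3 (−1.55). Gm8797 and Gm10076 have near-identical copies and are uncertain. The calls of Id2, Gpr37, Slc38a3, A730017C20Rik, Gm10076 and Hddc3 were each lost in edgeR with 1 of the 3 experiments at 6–8 months left out.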

We therefore focused on the role of HUWE1 in driving the time-dependent change in ASCL1 protein expression. HUWE1-dependent degradation of ASCL1 has been shown to allow hippocampal NSCs to stop dividing and return to a resting state (Urbán et al., 2016), and it also suppresses activation of dormant NSCs (Figures S7A and S7B). Thus, increased expression of *Huwe1* and/or an increase in efficiency of HUWE1-mediated ASCL1 degradation with age might contribute to the progressive reduction in ASCL1 levels.

**Figure 7:**
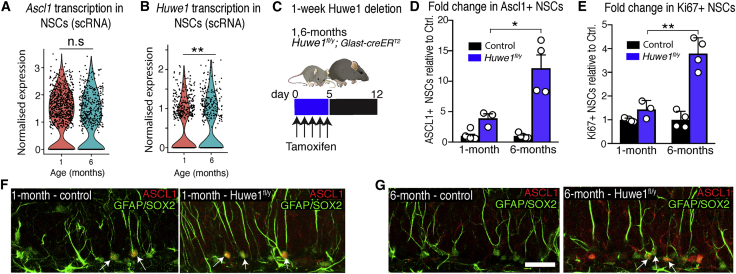
Expression and activity of *Huwe1* increases with time (A) *Ascl1* transcript levels in NSCs are largely unchanged between young and adult mice (scRNA-seq). (B) The expression of the ubiquitin-ligase *Huwe1* increases in older mice (scRNA-seq). (C) 1- and 6-month-old *Huwe1*^*fl/y*^ and control mice were culled 1 week after receiving tamoxifen. (D) The fold change increase in ASCL1+ NSCs in *Huwe1*^*fl/y*^ mice (relative to controls) was larger in the older cohort. (E) The fold change increase in Ki67+ NSCs in *Huwe1*^*fl/y*^ mice (relative to controls) was also larger in the older cohort. (F) Images of control and *Huwe1*^*fl/y*^ mice at 1 month of age; arrows indicate ASCL1+ NSCs. (G) Images of control and *Huwe1*^*fl/y*^ mice at 6 months of age; arrows indicate ASCL1+ NSCs. Graphs represent mean ± SEM or are violin plots in (A) and (B). Dots represent single cells in (A) and (B) and individual mice in (D) and (E). Statistics: t test performed on Pearson’s residuals with FDR-corrected p value in (A) and (B) and t test in (D) and (E). ^∗^p < 0.05, ^∗∗^p < 0.01. Scale bar (located in G): 28 μm in (F) and (G).

To test whether HUWE1 activity increases with age, we deleted *Huwe1* from hippocampal NSCs by administering tamoxifen to *Huwe1*^fl/y^; *Glast*-*creER*^*T2*^ mice at 1- and 6-months of age and analyzed the mice 1 week later (Figure 7C). The expected increase in the number of NSCs expressing ASCL1 was substantially larger in 6-month-old mice (12.1-fold increase) than in 1-month-old mice (3.9-fold increase) when normalized to age-matched controls (Figure 7D; Figure S7D). Similarly, the number of Ki67+ NSCs increased by a larger amount in 6-month-old mice (3.8-fold) than in 1-month-old mice (1.4-fold) (Figure 7E; Figure S7E), indicating that HUWE1 activity, which eliminates ASCL1 expression and suppresses NSC proliferation, is greater in adult than in juvenile mice. Finally, we asked whether *Huwe1* has a role in long-term maintenance of the NSC pool and whether this, too, is age dependent (Figure S7F). We found that the decline in NSC number was small 2 months after *Huwe1* deletion from 1-month-old mice but significantly larger 2 months after deletion at 5 months of age (Figures S7G and S7H). These results demonstrate that the expression and activity of *Huwe1* increase with time to reduce ASCL1 protein levels and mediate the associated changes in quiescence that serve to preserve the NSC pool during adult neurogenesis.

## Discussion

The changes in NSC behaviors we identify serve to preserve the NSC pool and long-term adult neurogenesis and are therefore distinct from stem cell exhaustion, which occurs during aging. Most of the changes we describe occur in the first 6 months of life when mice are of breeding age, suggesting an adaptive function. Aging is defined by functional decline and accumulation of cellular damage, resulting in loss of fitness (López-Otín et al., 2013). In contrast, we found that the reduction of NSC numbers during this period is not associated with loss of NSC function. On the contrary, the number of self-renewing divisions increases. Moreover, our transcriptional analysis of NSCs in 1-month-old and 6-month-old mice shows little change over time in inflammatory, mitochondrial, and lysosomal pathways that typify stem cell aging (Leeman et al., 2018). Instead, we propose that hippocampal NSCs progress, during juvenile and early adult stages, through a transition between developmental neurogenesis, characterized by large NSC numbers and high rates of neuronal production, and proper adult neurogenesis, characterized by smaller numbers of NSCs and lower rates of neuronal production.

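In quiescent NSCs, 79 of 90 listed genes of oxidative phosphorylation were tested between 1 month and 6–8 months, and their median log2 fold change lay 0.13 below that of all other genes (limma's camera test, adjusted p = 0.017, but unadjusted p = 0.60 with an estimated correlation and 0.50 in fry). Without the third experiment at 6–8 months it lay at −0.038 (camera adjusted p = 0.41). For 22 of 34 lysosomal genes the median lay 0.17 above the others (camera adjusted p = 0.18; unadjusted 0.50 with an estimated correlation and 0.35 in fry). Without cluster 3 this difference was −0.02. Only 9 of 30 inflammation and interferon genes were detected well enough to be tested. Their median difference was 0.0020 and their mean difference −0.23, with the test also lower (camera adjusted p = 0.18; unadjusted 0.44 with an estimated correlation and 0.27 in fry). Without the third experiment at 6–8 months the median difference was −0.042 (camera adjusted p = 0.0087). All of these lists were fixed before the data were examined, and the 1-month sample has no replicate.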

Adult tissue stem cell compartments often have several stem cell populations that differ in their level of quiescence (Barker et al., 2010). Previous experiments have demonstrated that NSCs in the adult niches of the V-SVZ and DG lie on a trajectory from quiescence to activation, including a population of primed NSCs in the V-SVZ (Llorens-Bobadilla et al., 2015; Shin et al., 2015). However, whether all NSCs operate along the same trajectory, whether the trajectory can be reversed, and whether subpopulations of NSCs along this trajectory can be linked to specific cellular behaviors (i.e., returning to quiescence) has remained unclear. We find that hippocampal NSCs that have recently divided and returned to a resting state are in a much shallower quiescent state than NSCs that have never left quiescence. Although resting NSCs present lower expression levels of quiescence-associated transcription factors and higher levels of metabolic genes than dormant NSCs, they nevertheless are able to remain quiescent because of active degradation of the pro-activation factor ASCL1, which prevents NSC activation and cell cycle re-entry (Urbán et al., 2016). However, the reduced expression of quiescence-associated genes maintains resting NSCs in shallow quiescence, which allows them to reactivate much more readily than dormant cells and sustain NSC proliferation and neurogenesis over the long term.

Our data suggest that current conflicting models of hippocampal NSC behavior can be reconciled by considering changes in behavior over time. We find that NSCs uniformly adhere to the disposable stem cell model in juvenile mice (Encinas et al., 2011). Thereafter, heterogeneity emerges (Urbán et al., 2016), so that some hippocampal NSCs acquire the capacity to return to quiescence and long-term self-renewal increases, as reported by Bonaguidi et al. (2011). Importantly, the age of the mice used in the original studies might have contributed to their divergent conclusions. Two-month-old mice were used in the bromodeoxyuridine (BrdU) labeling experiments that originated the disposable stem cell model (Encinas et al., 2011), and 10-week-old mice were used when live imaging led to similar conclusions (Pilz et al., 2018). Three- to four-month-old mice were used in labeling experiments where a subpopulation of hippocampal NSCs were found to return to quiescence (Urbán et al., 2016), whereas a substantial part of the clonal experiments that posited long-term self-renewal was analyzed in 1-year-old mice (Bonaguidi et al., 2011). These observations suggest that use of mice of different ages contributed to development of contradictory models of hippocampal NSC behavior. The effect of time we describe here renders these models compatible.

We attribute the changes in hippocampal NSC dynamics throughout adulthood to the declining levels of ASCL1 protein. We found that the reduction in ASCL1 levels with age was due to increased post-translational degradation by HUWE1. The mechanisms leading to transcriptional upregulation of *Huwe1* and/or its increased activity are unclear. It has been shown that the phosphorylation status of substrates can affect HUWE1-mediated ubiquitination (Forget et al., 2014). Interestingly, ASCL1 stability is phospho dependent (Ali et al., 2014), and we identified a number of phosphatases and kinases that are expressed differentially in NSCs between adults and juveniles (Table S5). Identifying niche signals that control the phosphorylation status of ASCL1 and its interaction with HUWE1 might provide insights into timing mechanisms that drive changes in hippocampal NSC behavior during transition from developmental to adult neurogenesis. Our results demonstrate how a series of early, progressive, and coordinated changes in hippocampal NSC properties function to preserve proliferation beyond the juvenile period in mice. Whether similar mechanisms are present in humans to extend neurogenesis beyond childhood warrants investigation.

### Limitations of study

There are several limitations in the present study. First, our analysis of the emergence of resting NSCs and the deepening quiescence of dormant NSCs with age was restricted to scRNA-seq and nucleotide retention analysis. Further investigations should determine whether these age-dependent states involve lasting reorganization of chromatin, especially considering that ASCL1 is a pioneer transcription factor (Raposo et al., 2015). Second, the resolution of the H2B-GFP dilution method could not distinguish between 3 and more self-renewing divisions. Therefore, in future studies, the magnitude of the age-dependent increase in self-renewal would be best quantified by intravital live-imaging approaches.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-Ascl1	BD PharMingen	RRID:AB_396479
Rat monoclonal anti-GFAP	Invitrogen	RRID:AB_86543
Chicken polyclonal anti-GFP	Abcam	RRID:AB_300798
Mouse monoclonal anti-Ki67	BD Biosciences	RRID:AB_393778
Rat monoclonal anti-Sox2	Invitrogen	RRID:AB_11219471
Goat polyclonal anti-tdTomato	Sicgen	RRID:AB_2722750
Rabbit polyclonal anti-MCM2	Cell Signaling	RRID:AB_2142134
Rabbit polyclonal anti-ID4	BioCheck	RRID:AB_2814978
Rabbit monoclonal anti S100b-647	Abcam	RRID:AB_2868562
Goat polyclonal anti-DCX	Santa Cruz Biotechnology	RRID:AB_2088494
Alexa Fluor 488-affiniPure F(ab’)2 Donkey anti-mouse IgG	Jackson ImmunoResearch	RRID:AB_2340849
Alexa Fluor 488-affiniPure F(ab’)2 Donkey anti-rabbit IgG	Jackson ImmunoResearch	RRID:AB_2340619
Alexa Fluor 488-affiniPure F(ab’)2 Donkey anti-rat IgG	Jackson ImmunoResearch	RRID:AB_2340686
Alexa Fluor 488-affiniPure Donkey anti-ch IgY	Jackson ImmunoResearch	RRID:AB_2340375
Alexa Fluor Cy3-affiniPure F(ab’)2 Donkey anti-mouse IgG	Jackson ImmunoResearch	RRID:AB_2340817
Alexa Fluor Cy3-affiniPure F(ab’)2 Donkey anti-rat IgG	Jackson ImmunoResearch	RRID:AB_2340669
Alexa Fluor Cy3-affiniPure F(ab’)2 Donkey anti-rabbit IgG	Jackson ImmunoResearch	RRID:AB_2313568
Alexa Fluor Cy3-affiniPure F(ab’)2 Donkey anti-goat IgG	Jackson ImmunoResearch	RRID:AB_2340413
Donkey anti-Rat IgG Alexa Fluor 594	ThermoFisher Scientific	RRID:AB_2535795
Alexa Fluor 647-affiniPure F(ab’)2 Donkey anti-mouse IgG	Jackson ImmunoResearch	RRID:AB_2340866
Alexa Fluor 647-affiniPure F(ab’)2 Donkey anti-rabbit IgG	Jackson ImmunoResearch	RRID:AB_2340625
Alexa Fluor 647-affiniPure F(ab’)2 Donkey anti-rat IgG	Jackson ImmunoResearch	RRID:AB_2340695
Alexa Fluor 647-affiniPure F(ab’)2 Donkey anti-goat IgG	Jackson ImmunoResearch	RRID:AB_2340438

**Chemicals, peptides, and recombinant proteins**		

Doxycycline	Sigma-Aldrich	Cat# D9891
Tamoxifen	Sigma-Aldrich	Cat# T5648
Cornflower oil	Sigma-Aldrich	Cat# C8267
5-Ethynyl-2′-deoxyuridine	Santa Cruz Biotechnology	Cat# sc-284628
Recombinant Mouse BMP-4	R&D Systems	Cat# 5020-BP-010
Recombinant Murine FGF2	Peprotech	Cat# 450-33
Laminin	Sigma-Aldrich	Cat# L2020
Heparin	Sigma-Aldrich	Cat# H3393-50KU
DMEM/F12 + GLUTAMAX	ThermoFisher Scientific	Cat# 31331093
DMEM/F12 without phenol red	ThermoFisher Scientific	Cat# 21041025
DAPI	ThermoFisher Scientific	Cat# D1306

**Critical commercial assays**		

Click-iT® EdU Alexa Fluor 647 Imaging Kit	Invitrogen	Cat# C10340
Click-iT® PLUS EdU Alexa Fluor 647 Imaging Kit	Invitrogen	Cat# C10640
Neural Tissue dissociation kit (P)	Milteny Biotec	Cat# 130-092-628

**Deposited data**		

scRNA-sequencing data	This study	GEO: GSE159768
Code to analyze scRNA-sequencing data	This study	https://github.com/harrislachlan/lifelong_stemcells
scRNA-sequencing data	Shin et al., 2015	GEO: GSE71485

**Experimental models: cell lines**		

Primary adult hippocampal wildtype neural stem cell line no. 5	Francois Guillemot	Blomfield et al., 2019

**Experimental models: organisms/strains**		

Slc1a3^tm1(cre/ERT2)Mgoe^ (Glast-CreERT2)	Mori et al., 2006	MGI:5466676
Gt(ROSA)26Sor^tm1(EYFP)Cos^ (RYFP)	Srinivas et al., 2001	MGI:2449038
Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^ (tdTomato)	Madisen et al., 2010	MGI: 3809523
Ascl1^tg1(venus)Rik^ (Ascl1Venus)	Imayoshi et al., 2013	MGI: 6369044
Huwe1^tm1Alas^ (Huwe1^fl^)	Zhao et al., 2008	MGI: 4439480
C.129P2(B6)-*Gt(ROSA)26Sor*^*tm1(tTA)Roos*^/J (*R26tTa*)	Wang et al., 2008	Cat# (JAX Stock): 008603
Tg(Nes-EGFP)33Enik (Nestin::GFP)	Mignone et al., 2004	MGI: 5523870
Mki67^tm2.1(cre/ERT2)Cle^ (Ki67-creER^T2^)	Basak et al., 2018	MGI: 5816737
Tg(tetO-HIST1H2BJ/GFP)47Efu (H2B::GFP)	Kanda et al., 1998	MGI: 3044190

**Software and algorithms**		

Seurat	Stuart et al., 2019	RRID:SCR_007322 (v3.1.2)
Slingshot	Street et al., 2018	RRID:SCR_017012 (v1.2.0)
Multimode	Ameijeiras-Alonso et al., 2018	https://cran.r-project.org/web/packages/multimode/ v1.4
GraphPad Prism 8	GraphPad Software	RRID:SCR_002798
FIJI v1.0	Schindelin et al., 2012	RRID:SCR_003070

### Resource availability

#### Lead contact

Further information and requests for reagents should be directed to and will be fulfilled by the Lead Contact, François Guillemot ().

#### Materials availability

This study did not generate new reagents.

#### Data and code availability

The accession number for the raw RNA sequencing data reported in this paper is GEO: GSE159768. The code to reproduce the analyses can be found at Github (https://github.com/harrislachlan/lifelong_stemcells).

### Experimental model and subject details

Wild-type animals in this study (Figures 1 and 2) were on a C57BL/6J genetic background (000664, The Jackson Laboratory). In the scRNA-seq data (Figures 4 and 5) and in a limited number of genetic and EdU-labeling experiments (Figure 1I; Figures S1A–S1D) mice were on a C57BL/6J/ CD1 mixed background heterozygous for the following transgenes, *Ki67*-*creER*^*T2*^ (Basak et al., 2018), *Nestin-GFP* (Mignone et al., 2004) and *tdTomato* (Madisen et al., 2010). In contrast, all other transgenic mice were maintained on a mixed genetic background with littermates serving as controls. Mice with conditional *Huwe1* (Zhao et al., 2008), *Ascl1*^neo/neo^ (Andersen et al., 2014), *R26tTa* (Wang et al., 2008), and *YFP* (Srinivas et al., 2001) alleles have been described before; as have the cre-driver lines *Glast*-creER^T2^ (Mori et al., 2006), and the reporter lines *Ascl1*-*venus* (Imayoshi et al., 2013), and *H2B*-*GFP* (Kanda et al., 1998). Both male and female mice were used throughout the study, an exception to this was for the x-linked *Huwe1* conditional allele, where only males were used. The effects seen throughout the study were consistent across sexes.

All experimental protocols involving mice were performed in accordance with guidelines of the Francis Crick Institute, national guidelines and laws. This study was approved by the UK Home Office (PPL PB04755CC). Throughout the study, mice were housed in standard cages with a 12 h light/dark cycle and *ad libitum* access to food and water.

### Method details

#### Mathematical modeling

Details of mathematical modeling are found in Data S1.

#### Cell culture

Adherent cultures of primary hippocampal neural stem and progenitors cells (AHNSC line #5) were propagated in basal media containing 20ng/ml FGF (Peprotech) (Blomfield et al., 2019). Once cells had reached 70% confluence, quiescence was induced with the addition of BMP4 (R&D) at 20ng/ml, and media was replaced every 3 days.

#### Preparation and sectioning of mouse brain tissue

Mice were perfused transcardially with phosphate buffered saline (PBS), followed by 4% paraformaldehyde (10-20 mL) and post-fixed for 16-24 h before long term storage in PBS with 0.02% sodium azide, at 4°C. Brains were sectioned in a coronal plane at 40 μm using a vibratome (Leica). The entire rostral-caudal extent of the hippocampus was collected in a 1 in 12 series.

#### Antibodies, immunofluorescence, cell counts

At least 1 series per mouse (5-6 sections), per experiment, was stained and analyzed. For experiments requiring the detection of fixation-sensitive antigens (ASCL1, TBR2, Ki67, MCM2) free-floating sections were subjected to heat-mediated antigen retrieval in sodium citrate solution (10 mM, pH 6.0) at 95°C for 10 min. A shorter duration of heat-retrieval was used (2 min) if the detection of GFP was required, which is heat sensitive (Nakamura et al., 2008). Following incubation at 95°C, sections were cooled for 5 min before being rinsed with PBS and blocked in 2% normal donkey serum diluted in PBS-Triton X-100 (0.1%) for 2 hours. Sections were then incubated overnight at 4°C with primary antibodies diluted in blocking buffer, washed 3 times in PBS for 10 min, and incubated with fluorescent secondary antibodies at room temperature for 2 h (Jackson ImmunoResearch). Sections were stained with 4′,6-diamidino-2-phenylindole (DAPI, Thermo Fisher Scientific) and mounted onto Superfrost slides (Thermo Fisher Scientific) with Aqua PolyMount (Polysciences).

The stained sections were imaged using a 40X oil objective on a SP5 or SP8 Leica confocal microscope, with a step size of 1-2 μm (X/Y pixel diameter = 0.28-0.38 μm). Cell counts were then performed on the imaged sections. To present normalized data in units of cells/DG, the area of the sampled SGZ was measured (SGZ length^∗^z stack depth). The calculated surface area was then scaled to an age-appropriate reference dataset from C57BL/6J mice of different ages (0.5, 1, 2, 6, 12 and 18 months) where the total SGZ surface area had been calculated. For measurements of fluorescence intensity the corrected total cellular fluorescence (CTCF) was calculated using the following formula: integrated density – (area of region of interest^∗^mean fluorescence of background). The data for fluorescence intensity is presented as arbitrary units in Figures 5 and 6. All cell counts were performed blind to the genotype being analyzed.

Throughout the analysis we identified NSCs as cells containing a radial GFAP-positive process linked to a SOX2-positive nucleus in the subgranular zone (SGZ). These cells were defined as quiescent or proliferating depending on expression of the cell-cycle marker Ki67. In the long-term self-renewal/persistence experiment (Figure 1K) we performed further validation that NSC identity was maintained long-term by ensuring the NSC was negative for the astrocytic marker S100β and therefore had not transformed into an astrocyte as postulated by the disposable stem cell model (Encinas et al., 2011; Martín-Suárez et al., 2019).

#### Tamoxifen treatment and administration of EdU

Tamoxifen solution (10-20 mg/mL) was prepared for intraperitoneal injections by dissolving the powder (Sigma-Aldrich) in a mix of 10% ethanol and 90% cornflower oil (Sigma-Aldrich). The dose and injection regime were selected according to the relative difficulty of inducing recombination of the floxed allele, whereas the route of administration changed from intraperitoneal injection to oral gavage dosing for experiments that lasted longer than 5-days, based on veterinary advice.

For experiments involving the *Huwe1*^*fl*^ lines, mice were injected with 80mg/kg of tamoxifen per day, whereas the daily dose delivered to *Ki67*^TD^ mice in Figure S1 and *H2B-GFP* mice in Figure 3, was 100mg/kg. Finally, for the Ki67^TD-NES^ mice used in the scRNA-seq experiments they were delivered tamoxifen via oral gavage for 6 consecutive days at 100mg/kg. In all experiments, control mice received tamoxifen at the same doses of experimental mice. The control mice were littermates that were wild-type for the floxed alleles and contained the *cre* transgene or were homozygous for the floxed alleles but negative for *cre*.

The labeling of cells progressing though S-phase was performed by either intraperitoneal injections of EdU (20 mg/kg) or through administration of EdU in the drinking water (0.2 mg/ml). For long-term EdU water administration, fresh solution was replaced at least every 56 hours. The sensitivity of EdU detection kits allowed for lower concentration of EdU to be used than in standard BrdU drinking water assays (typically 1mg/mL), and avoided obvious cellular toxicity (Young et al., 2013).

#### Calculation of observed/expected depletion rate

The observed NSC depletion rate was measured by first quantifying the reduction in NSC number between two time points (for example, between 0.5 months and 1 month of age). This was converted to the rate of change per day, which was normalized to the size of the NSC pool at the earlier time point (i.e., 0.5 months). This was repeated for all time points (2, 6, 12 and 18 months). The expected rate of depletion predicted by the disposable stem cell model was calculated by reducing the observed depletion date at the earliest instance (between 0.5-1 months of age) by the percentage reduction in the size of the proliferating NSC pool for all later time points (2, 6, 12 and 18 months).

#### Calculation of contribution to NSC proliferation

The contribution of dormant and resting NSCs to the proliferative (Ki67+) NSC pool is reported in Figures 2 and 6 from experiments in which mice received EdU in the drinking water for 2 weeks, prior to a 20 h chase period and culling. The number of proliferating (Ki67+) NSCs originating from the resting NSC pool was determined by multiplying the fraction of those Ki67+ NSCs that were EdU+, with the age-specific probability that the cell had at some point been in a resting state during the 2-week EdU period (determined by the fraction of total EdU+ NSCs that were Ki67–). This calculation assumes at minimum: the probability of a cell returning to quiescence is uniform throughout the 2-week EdU administration period, and that the likelihood of a cell returning to quiescence is the same after the 1^st^, 2^nd^ or *n*^th^ division. Finally, the fraction of proliferating NSCs originating from the dormant NSC pool was determined by subtracting the contribution of resting NSCs from the total.

#### H2B-GFP label dilution experiments

The dilution of the H2B-GFP nuclear label was used as a proxy to determine the number of self-renewing NSC divisions. Juvenile (0.5 months) and adult (5 months) cohorts were injected with tamoxifen (100mg/kg), each day for 5 days, to activate the creER^T2^ recombinase, recombine the *R26tTa* locus and induce H2B-GFP expression. The H2B-GFP label was allowed to build up for 14 days after tamoxifen administration, which was sufficient to produce bright and even labeling of NSC nuclei. After H2B-GFP labeling, the juvenile and adult cohorts were given 2 mg/ml doxycycline in drinking water, with EdU (0.2mg/mL) and sucrose (1% w/v) for 10 days, switching off H2B-GFP expression. This 10-day chase period corresponds to the approximate lifespan of an EdU+ NSC in 1-month old mice (Figure 1L). The solution was changed 3-times per week. After doxycycline treatment, juvenile mice (now 6-weeks of age) and adult mice (now 6 months of age) were immediately perfused and processed for immunostaining. As an additional control experiment, we later repeated the experiment in a new adult cohort using different build-up and chase periods. The length of the build-up period was increased to 25 days to allow for a more robust H2B-GFP labeling, considering that the expression of the *Rosa26* locus decreases with age. Importantly, we did not notice any difference in the sensitivity of H2B-GFP signal detection between the different build-up periods, suggesting that the extent of labeling was similar. Furthermore, the label-dilution period was adjusted to 30-days to match the approximate lifespan of an EdU+ NSC in adult mice, where it takes 30 days for more than 90% of the EdU+ NSC population to differentiate (Figure 1L). The experiment started when the mice were 4.5 months old to ensure they were 6-months old at the end of the chase period.

Sections were stained using antibodies against GFAP and SOX2 and were also stained for EdU and DAPI. Cell counts and GFP fluorescence intensity measurements were performed on the entire DG at different levels along the rostrocaudal axis. The GFP fluorescence intensity of EdU+ NSCs was compared to the mean GFP fluorescence intensity of 2-3 neighboring EdU– NSCs, to calculate a ratio. To minimize variability caused by staining or imaging artifacts, the EdU– cells that were selected for comparison had to be in the same X-Y image tile (291^∗^291 μm) and their center of mass within 8 z-planes (6.04 μm) of the EdU+ NSC. Segmentation of nuclei was performed using the Fiji plugin ‘3D Object Counter’ (Bolte and Cordelières, 2006), and the raw integrated density for each nucleus was used for the measurement output. Data points were excluded if the standard error of the mean of the average fluorescence intensity of EdU– NSCs was greater than 15% of the mean, as inclusion of this data detrimentally affected normalization.

All datasets from the juvenile and adult cohorts were pooled together to estimate the most probable number of clusters (modes) in the distribution, using the “modetest” function of the R package “multimode” (Ameijeiras-Alonso et al., 2018). Modes and anti-modes were then located by means of the “locmodes” function. and used to create bins that separated the values based on the number of cell divisions (n) that single EdU+ NSCs performed. The number of values falling in each bin was counted for each dataset. Therefore, we obtained the fraction of cells that divided n-times in each dataset.

#### Single-cell analysis of Ki67^TD-NES^ mice

##### Sample preparation

Each scRNA-seq experiment comprised 2-5 male and female Ki67^TD^; Nestin*-*GFP mice that had received tamoxifen via oral gavage for 6 consecutive days (100mg^∗^kg) and culled on the 8^th^ day. In total, 1 experiment was performed with 1-month-old mice, 3 experiments with 2-month old mice, and 3 experiments with 6-8-month-old mice (Table S2).

Mice were killed by cervical dislocation, their brains removed and the DG was microdissected (Hagihara et al., 2009; Walker and Kempermann, 2014). The dissected DG was then disassociated using the Neural Tissue dissociation kit (P) (Milteny Biotec) according to manufacturer’s instructions, with the following exceptions: a 37°C orbital shaker was used during the enzymatic digestions, and we used manual trituration with fire-polished pipettes to aid dissociation following the incubations with enzymatic mix 1 and 2. The dissociated cells were centrifuged and resuspended in 750 μL recovery media (0.5% PBS-BSA in DMEM/F-12 without phenol red and 1ug/ml DAPI. The cells were sorted on the MoFlo XDP (Bechman Coulter) using a 100μm nozzle with a pressure of 30 psi, and a sort efficiency of more than 80%. The events were first gated to remove debris (fsc-h versus ssc-h), to remove aggregates (typically pulse-width versus area then pulse-height versus area/width) and to remove dead cells (fsc-h versus DAPI fluorescence). Cells were then gated for tdTomato expression according to a control mouse that expressed Nestin-GFP alone; whereas the GFP gate was set according to the expected distribution of GFP fluorescence intensities based on prior control experiments. Cells were collected in 700 μl of recovery media in 1.5mL tubes, and spun down at 500G for 7 min at 4°C. After removing all but 50μl of the supernatant, the cells were then gently resuspended using a wide-bore pipette. The single-cell suspension (to a maximum of 10,000 cells) was then loaded into the 10x Chromium.

##### Sequencing and mapping

We prepared one library for each of the 8 samples across the 7 experimental days. The libraries for 2-month-old mice were prepared with 10x Genomics Chemistry, Single Cell 3′ version 2, while the 1-month and 6-month libraries were prepared with version 3 (Table S2). After sequencing, cellRanger count (Ver. 3.0.2) was used to map the FASTQ files to our custom mouse genome (mm10-3.0.0), which contained 4 functional elements. The first element was the GFP coding sequence to detect transcription of Nestin-GFP that appears as “eGFP” in the final data matrix. The second, was the 5′ floxed sequence of the *tdTomato* allele that detects transcription of the intact *tdTomato* locus and appears as “tdTomatoLoxP” in the final data matrix. Finally, we added 3′ regions of the *tdTomato* locus that are transcribed upon recombination, which encode the *woodchuck hepatitis virus post-transcriptional regulatory element* (appears as “WPRE” in the final data matrix) and the *bovine growth hormone* polyA signal (appears as “bGHpolyA” in the final data matrix). The coding sequence of the *tdTomato* gene was also originally included in the custom genome as a 5^th^ functional custom element, however very few transcripts mapped to this region, and the origins of these transcripts (intact versus recombined *tdTomato* locus) were unclear as the *tdTomato* coding sequence is directly downstream of the 5′ polyA signal but more than 600 base pairs upstream of the 3′ polyA signal. As such the data was remapped with this feature disabled. The disabling of this genomic region is marked by the empty feature “tdTomatoCDS” in the final data matrix. 

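The element tdTomatoCDS held 0 UMIs over all 26036 barcodes. The other elements held 57913 UMIs (eGFP), 235547 (tdTomatoLoxP, the intact locus), 15883 (WPRE) and 3408 (bGHpolyA, with WPRE the recombined locus).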

The custom genome was made with the cellRanger mkref command.

##### Seurat analysis: Quality control

The cellRanger aggr command was used to merge the count files of the 8 individual libraries without normalization. The merged matrix was then read into Seurat (Ver. 3.1.2) for analysis (Stuart et al., 2019). GEM beads were kept for further analysis if they contained more than 500 genes and fewer than 10% mitochondrial reads in order to remove GEM beads that contained only background signal or a dead cell. Doublets/multiplets were then removed based on the expression of more than 1 marker gene per GEM bead (e.g., co-expression of the astrocytic marker *Aldoc* with the oligodendrocyte marker *Mog*). 

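Per library, the filters on genes and mitochondrial UMIs passed 3288 of 3532 barcodes at 1 month. In the first experiment at 2 months they passed 2647 of 2776 in the tdTomato– and 1542 of 1608 in the tdTomato+ library, and in the second and the third 4059 of 4461 and 1785 of 1955. At 6–8 months they passed 2519 of 2768, 3372 of 3524 and 5164 of 5412. Together 93.6% passed. No list of the authors' doublets was used here. Doublets were then found from co-detected markers of different lineages, except NSC or astrocyte with IPC or neuroblast. These numbered 154 in the third experiment at 6–8 months, 141 in the second at 2 months and 10 to 79 in the others, and 91.7% of all barcodes were kept.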

In total, 24,203 of 26,036 (92.95%) passed these quality control steps. Later, during the subsetting/re-clustering of the data further small doublet clusters appeared, which were identified and removed based on the lack of specific marker expression (Briggs et al., 2018).

##### Seurat analysis: Distinguishing G_1_ from G_0_

We then added metadata that marked each cell for tdTomato expression and cell-cycle status. Cells were identified as tdTomato+ if they contained < 4 reads of the intact *tdTomato* locus, and more than > 1 read of the recombined *tdTomato* locus based on ground-truth testing of our first dataset, in which we sequenced the tdTomato+ and tdTomato– populations separately (Figure S3). 

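In the separately sorted libraries, this rule called 10 of 46 NSCs of the tdTomato+ library tdTomato+ (21.7%, exact 95% binomial interval 10.9% to 36.4%) and 1 of 576 NSCs of the tdTomato– library (0.174%, interval 0.0044% to 0.963%). The 1 cell called in the tdTomato– library was quiescent and counts among the 2 resting NSCs of that experiment. Each sort has 1 library, so the intervals cover counting error only. Without the limit on the intact locus, 34 of 46 (73.9%, interval 58.9% to 85.7%) and 11 of 576 (1.91%) were called. WPRE alone gave 19.6% and 0%, more than 0 recombined UMIs gave 30.4% and 2.26%, and more than 3 gave 15.2% and 0%. Of the 39 proliferating NSCs of the tdTomato+ library, 82.1% passed the limit on recombined UMIs, 66.7% were at or over the limit on the intact locus, and 23.1% were called. NSCs at or over the limit on the intact locus made up 86.5% at 1 month, 70.9%, 14.1% and 20.3% in the experiments at 2 months, and 65.2%, 81.8% and 85.5% at 6–8 months, even though the limit was doubled with Version 3. They count as tdTomato– by this rule, whatever their recombined reads.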

We also identified whether a cell was in G_0_ or proliferating using ground-truth testing. We isolated bona-fide S-phase cells through the CellCycleScoring function in Seurat, and bona-fide G_0_-phase NSCs based on UMAP position and plotted the expression in these cells of genes known to be highly and stably expressed across both *G*_*1*_*-* and *S*-phases (i.e., *Mcm2-7*, *Ccne1/2*, and *Pcna*) (Braun and Breeden, 2007).We binarized each cell as positive or negative for each marker and plotted every cell according to their index score (range of possible values 0-9). These plots revealed a clear separation of two cellular populations which we used to distinguish in the remainder of the dataset, tdTomato+ cells that were in G_1_ (that we marked as proliferating NSCs) or in G_0_ (resting NSCs). Specifically, cells in which we detected > 1 index gene were scored as in G_1_, while all other cells were considered quiescent/post-mitotic. 

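Over all NSCs, index genes alone called 655 cells proliferating and left 2317 dormant and 30 resting. With Seurat's phase scores added, as used above for the states, 772 were proliferating, and with a list of mitotic genes in place of the scores, 827.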

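NSC-like cells had 2557 ± 419 genes (mean per experiment, SD, n = 4) with Version 3 and 1365 ± 274 (SD, n = 3) with Version 2, a ratio of 1.87 (exact permutation test, p = 0.0571, the smallest p that 4 experiments against 3 allow). The 1-month experiment, with Version 3, had 2520. Median depth was 6070 UMIs per NSC with Version 3 and 2387 with Version 2. With every cell thinned to 1504 UMIs, and 27 and 273 shallower NSCs left out, the ratio was 0.978. The second difference, in age, goes with the chemistry except at 1 month.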

Cells sequenced with Version 3 of the 10x Chemistry had on average twice the number of genes detected, so the thresholds for tdTomato and cell-cycle scoring were doubled.

##### Seurat analysis: Data visualization

The merged Seurat object was split according to library/experimental day and the data transformed using the SCTransform function. The 5,000 most variable genes and anchors across the 8 datasets were then identified and the data integrated using the default parameters. The integrated dataset was then visualized using UMAP (Becht et al., 2018). Elbow plots were used to determine the number of significant principal components. Following cluster identification with known marker genes, we extracted all NSCs and IPCs and re-clustered these cells using the same workflow. We iterated this process a further time to then extract only NSCs, this time splitting and integrating the Seurat object according to 10x Chemistry (V2 or V3), as this best eliminated technical variation without removing biological signal (assessed by clustering of replicates). We appended metadata classifying these cells as dormant NSCs (quiescent and tdTomato–), resting NSCs (quiescent and tdTomato+) or proliferating NSCs (proliferating and tdTomato+/–). The final dataset contained 2,947 cells which we processed for differential gene expression and pseudotime ordering.

##### Pseudotime ordering

To construct a pseudotime ordering of NSCs we used the trajectory inference tool Slingshot (Street et al., 2018) (Ver. 1.2.0) and UMAP dimensionality reduction. The curve generated by Slingshot was used to plot the pseudotime position of each cell between conditions and to generate a set of genes statistically associated (p < 0.01) with pseudotime progression. For the reconstruction of the pseudotime trajectory from Shin et al. (2015) we read in the normalized counts (TPM) from GSE71485 into Seurat. Next PCA analysis was performed using the 5 top components and the data was then visualized using UMAP. We excluded a cluster of cells that lacked significant expression of *Hopx* that largely corresponded to contaminating oligodendrocytes, as reported in the original study. We compared the set of genes that were statistically associated with pseudotime with our dataset.

### Quantification and statistical analysis

#### Single-cell data

Differential gene expression analysis was performed using the FindMarkers function in Seurat using the Pearson residuals located in the “scale.data” slot of the SCT assay using Student’s t test (Hafemeister and Satija, 2019). No minimum log fold change threshold was enforced; however, to be included in the final analysis, all genes had to be expressed by a minimum of 20% of cells in at least one of the two conditions being compared and were considered as statistically significant only if they had an FDR adjusted *P*-value of < 0.05. For visualisation of gene expression differences between groups the normalised data from the "RNA" assay are presented as violin plots throughout the manuscript.

#### Gene Ontology

The Gene Ontology analysis was performed on statistically significant genes using the clusterProfiler package (3.12.0) (Yu et al., 2012) with the onotology term “BP” for biological process. This analysis was performed separately on 1) all statistically significant genes together, 2) upregulated genes only and 3) downregulated genes only. The results of these analyses are reported in Tables S3, S4, and S5.

#### Statistical analysis of cell counts

The statistical testing approach were specified prior to data collection and implemented using Graphpad Prism (version 8.0) or in R (3.6.2). Two-tailed unpaired Student’s t tests or Mann-Whitney U tests were performed when comparing two groups. For experiments involving one or two independent variables, one or two-way ANOVA was performed, respectively. Any significant main effect detected by ANOVA was followed by multiple t tests when required using a pooled estimate of variance where appropriate, and significance was corrected for using the Holm-Sidak method in Prism 8.0 (Graphpad). Fisher’s exact test was used in Figure 3. Details of statistical tests for specific experiments are found in figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

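Single cells were measured in Ki67^TD-NES mice at 1 month (1 experiment), 2 months (3 experiments) and 6–8 months (3 experiments), in 8 libraries of droplet RNA sequencing from the dentate gyrus. The authors sorted GFP+tdTomato+ and GFP+tdTomato– cells, mapped the reads with cellRanger 3.0.2 to a custom genome built on mm10-3.0.0 with reporter elements added, and merged the 8 libraries without normalization. The deposited values are whole-number counts of UMIs per gene and barcode, for 31058 genes and elements and 26036 barcodes, and each barcode's suffix names its library. All libraries were mapped to a condition from the labels and the paper, and 0 columns of samples were left unmapped. Where the labels give 6 months and the paper 6–8 months, the paper's range is used. Gene coordinates come from the GENCODE M21 annotation of GRCm38, which is the same genome build as the authors' but another release of the annotation.

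Everything from the filters on was computed here with R 4.3.3, Seurat 5.3.0, sctransform 0.4.2, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Matrix 1.6.5, RANN 2.6.2 and data.table 1.17.8. The paper used Seurat 3.1.2 and Slingshot 1.2.0. Barcodes with over 500 genes and under 10% mitochondrial UMIs were kept, as in the paper. A cell with at least 3 markers of each of 2 lineages was marked as a doublet, except for NSC or astrocyte with IPC or neuroblast markers. Doublets of NSCs with IPCs or neuroblasts were therefore not marked as such. Marked cells were kept in the clustering of all cells and of the pool and in the phase scores, and left out of all results on NSCs. That limit was taken after limits of 2, 3 and 4 had been compared (1864, 509 and 173 cells marked), and 2 for Version 2 with 3 for Version 3 would have marked 1172. Clusters used 2000 variable genes and 30 principal components at a resolution of 1, the pool of NSC, astrocyte and progenitor clusters 20 components at 1, and the progenitors 15 components at 0.8. These settings, the margin of 0.5 for taking a cluster into the pool and the names, which were given by hand from marker lists fixed before the data were examined, were chosen with the clusters in view. The progenitor clusters were separated in 2 ways, and the one scored over the whole pool was used. Clusters 12 and 13 of the pool (61 and 59 cells), led by genes of oligodendrocytes and their precursors, were set aside as doublets, and cluster 11 (82 cells) and a sub-cluster of 186 cells stayed unnamed. A difference from the paper's cells may therefore come from rebuilt names.

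NSC states followed the paper's rules for the intact and recombined reporter locus, the index genes and Seurat's phase scores, with limits doubled for Version 3. Pseudotime was a principal curve with 5 degrees of freedom through 10 principal components after integration across chemistry versions. The experiment was the replicate. Dormant, resting and proliferating NSCs of one experiment come from the same animals and day, so states were compared within experiments, with the experiment as a block. The paper's tests took cells as replicates. Single values were compared with two-sided exact sign-flip tests between states and exact permutation tests between ages. Counts were summed per experiment and state, and genes with a UMI in at least 20% of the cells of either group, the paper's filter, were tested with edgeR's quasi-likelihood method, TMM scaling and Benjamini-Hochberg adjustment at 0.05. At least 2 cells per state were required. Gene lists for ribosomal proteins, mRNA processing, lipid metabolism, oxidative phosphorylation, lysosome and inflammation with interferon were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The difference of a list from all other genes is given as a difference of medians. Means had been computed first, and the change was made after a mean and its test had been seen to differ in direction.

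The test across genes was checked on simulated counts with 200 changed genes (a log2 change of 2, dispersion 0.1, 5 draws). Between proliferating and dormant NSCs, over 5257 genes, 98.1% of the changed genes were recovered and 4.29% of the calls were false. Between the ages, over 4099 genes, 54.4% were recovered and 2.86% of the calls were false. Between resting and the other states, the planned TMM scaling did not recover the simulated values. Unchanged genes had a median log2 fold change of −0.57 against dormant NSCs (3549 genes) and −0.75 against proliferating NSCs (5007 genes), and in simulations with no changed gene the set tests gave an unadjusted p under 0.05 in 23 of 60 and 20 of 20 draws with camera and in 58 of 60 and 20 of 20 with fry. Set tests with TMM are therefore not calibrated where resting NSCs are involved, and fry is given there under total UMIs alone. Scaling by total UMIs gave medians of −0.10 in both comparisons, and such tests numbered 3 of 60 and 1 of 20 with camera and 5 of 60 and 1 of 20 with fry. Total UMIs had not been planned and were added after the counts of calls and the simulations had been seen. TMM is kept as the planned setting, and the counts of calls, the gene sets and the genes named with resting NSCs are given under both, except for genes without a UMI in resting NSCs and the alternatives, which use TMM where nothing else is said.

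The genes named in the text are every gene the paper names for these data and, per comparison, up to 5 genes with the largest rise and 5 with the largest fall among those called with the same direction in every experiment and at least 50 counts. Between ages the 1-month value had to lie outside the range at 6–8 months. The paper's tables had been seen when this rule was written. Some genes that the paper names, or that a list holds, are not reported here. Tables S3 to S5 were held here only in part and were used for directions alone. For genes without a UMI in resting NSCs, a fold is given as a bound against 3 counts over the group. Depth per library ranged from 4861883 to 43826338 UMIs. Summed resting samples held from 4129 to 19624 UMIs, so single genes in resting NSCs rest on few counts, and 95% intervals for shares are exact binomial and cover counting error only. Alternatives covered the tool, the scaling, the filters on genes and cells, the definitions of states and of NSCs, the pseudotime, the block and leaving out each experiment. Of these, 4 were added after seeing the data: no limit on reads of the intact locus (planned only for the tdTomato+ calls in the separately sorted libraries), index genes only with at least 5 cells per state, total UMIs, and leaving out cluster 3. The modelling, imaging and protein data of the paper were not analysed here.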

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

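Both results here were picked out after their values had been seen, whereas the test of doublets was set out before its result was. No experiment lay apart from the others in the 9 sets of values per experiment that were examined. Cells marked as doublets are included in the counts of this part.

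In the tdTomato+ library of the first experiment at 2 months, 653 of the 1542 barcodes that passed the filters (42.3%) were microglia-like, a cell type that the paper does not analyse, against 3 (0.113%) in the tdTomato– library. Their cluster was led by C1qa, Ctss, C1qb and C1qc. Recombined reads over the limit were found in 14 of them (2.14%, exact 95% binomial interval 1.18% to 3.57%), against 35 of 47 NSC-like cells (74.5%) of the same library, at median depths of 2900 and 6639 UMIs. Astrocyte-like cells made up a further 31.0% of this library, 2.72% of them with recombined reads. These shares argue against a recombined reporter as what brought most microglia-like cells into the sort. Open are a sort that took in cells without the reporter, since the label of this library also names double-negative cells, and fluorescence of the cells themselves. Neither was tested, each sort has 1 library, and no biological explanation was tested.

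In the same library, 15 of 44 OPC-like cells (34.1%, exact 95% binomial interval 20.5% to 49.9%) held recombined reads, against 4 of 364 (1.10%, interval 0.30% to 2.79%) in the tdTomato– library, at median depths of 2302 and 2487.5 UMIs. The paper does not report on these cells. The 44 cells belong to a cluster led by Meg3, Igsf9b and Fam19a1, in which all 4 OPC markers were detected but none was among the 10 leading genes. Within the tdTomato+ library the share was 72.9% (102 of 140) in neuroblast-like and 77.8% (28 of 36) in IPC-like cells, and 0 of 40 in oligodendrocyte-like cells (interval up to 8.81%, median depth 4306 UMIs). It differs between cell types beyond counting error and does not follow depth, which argues against free RNA. Doublets of OPC-like cells with IPCs or neuroblasts would carry markers of these. Summed markers of IPCs and neuroblasts stood at 274 CPM in the 15 cells (exact 95% Poisson interval 137 to 491), 259 CPM in the OPC-like cells without recombined reads and 8734 CPM in IPC-like and neuroblast-like cells, a position of 0.0018 between the latter groups (up to 0.0273), which argues against such doublets. OPC markers stood at 3019 CPM in the 15 cells and 3794 CPM in the other OPC-like cells. A candidate explanation that stays open is that OPCs which divided during labelling recombined the reporter, as any Ki67-expressing cell would. This is a hypothesis on 1 library of each sort, and how such cells passed a sort for GFP was not tested.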

How the results depend on the processing

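Leaving out the limit on intact reads (planned only for the tdTomato+ calls in the separately sorted libraries), index genes only with at least 5 cells per state, total UMIs without TMM and leaving out cluster 3 were chosen after the data had been seen, and every other alternative before. Both correlations with pseudotime kept their direction and stayed under 0.05 in exact sign-flip tests, from −0.790 to −0.622 for Apoe and from 0.603 to 0.721 for Ccnd2 over 16 alternatives each. The orientation of the curve sets these directions in part. The count of genes changed between proliferating and dormant NSCs stayed within 1.5 times of 3838 in 14 of 15 alternatives, and was 7439 (3508 higher) with no filter on low counts, where more genes are tested. Between 6–8 and 2 months, the dormant pseudotime difference stayed negative in 15 of 16 alternatives, down to −12.8, and the difference in the quiescent share of tdTomato+ NSCs stayed positive in 8 of 8, from 11.7 to 52.8 points. Neither can reach 0.05 in an exact permutation test of 3 experiments against 3. The alternative with no integration gives percentile ranks among NSCs of the same chemistry version. It does not compare these ages, which differ in chemistry, and lends the direction of the pseudotime difference no weight. Leaving marked doublets in took the calls between resting and dormant NSCs from 211 to 209, and no result of this part changed its direction or crossed 0.05. That alternative does not bear on doublets of NSCs with IPCs or neuroblasts, which were not marked.

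The number of calls depended on the processing in the comparisons with resting NSCs and in that of the ages. Between resting and dormant NSCs, DESeq2 called 139 genes (8 higher), at least 1 cell per state 338 (19 higher), filterByExpr 121 (39 higher), index genes with the mitotic list 120 (12 higher), index genes alone 391 (62 higher), index genes alone with at least 5 cells 135 (37 higher), no filter on low counts 317 (10 higher) and no limit on intact reads 376 (140 higher). Between resting and proliferating NSCs, WPRE alone called 279 (21 higher), at least 1 cell per state 1099 (58 higher), filterByExpr 305 (86 higher), index genes with the mitotic list 162 (22 higher), index genes alone with at least 5 cells 110 (37 higher), no filter on low counts 1112 (29 higher), no limit on intact reads 1580 (646 higher) and total UMIs 323 (158 higher). Between 1 month and 6–8 months, DESeq2 called 53 genes (43 higher), filterByExpr 252 (167 higher), index genes with the mitotic list 167 (123 higher), index genes alone 160 (118 higher), no filter on low counts 231 (138 higher) and the same thresholds in both chemistries 151 (113 higher). Fewer experiments enter with WPRE alone (4), with the mitotic list (3) and with at least 5 cells (3), and more with at least 1 cell, with index genes alone and with no limit on intact reads (7 each). Beyond that the cause was not tested. Requiring at least 5 cells per state with the planned states gave no resting values, since no experiment has more than 4 resting NSCs.

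Except for G1/S genes of resting minus dormant NSCs, the values of resting NSCs examined under the alternatives kept their direction. Those under 0.05 in exact sign-flip tests lost it where fewer experiments remained. The percent of dormant NSCs below a resting NSC was not examined under the alternatives. Among the values examined, the p-values of proliferating minus resting pseudotime and of G1/S genes and total UMIs against proliferating NSCs carry no evidence. The definition of the states and the orientation of the curve set these orders in part. The p-values here are unadjusted. With WPRE alone (4 experiments, smallest p 0.125), pseudotime of resting minus dormant NSCs was 18.3, proliferating minus resting 21.1, the position of resting NSCs 0.537, G1/S genes against proliferating NSCs −2.66 and total UMIs against them −0.37 (exact p = 0.125 for each). With the mitotic list (3 experiments, smallest p 0.25) the same results were 15.1, 25.2, 0.520, −2.82 and −0.58 (exact p = 0.25), and with index genes alone and at least 5 cells (3 experiments) they were 21.7, 19.6, 0.573, −2.28 and −0.62 (exact p = 0.25). With the same thresholds in both chemistries (5 experiments, smallest p 0.0625) they were 9.03, 28.9, 0.293, −3.58 and −0.86 (exact p = 0.0625). In 2 settings no experiment was lost. Stricter NSCs took total UMIs of resting minus proliferating NSCs to −0.52 (exact sign-flip test, p = 0.125), and thinned UMIs took resting minus dormant pseudotime to 10.6 (exact sign-flip test, p = 0.0625), and the cause was not tested. No limit on intact reads, where the limit on recombined reads can still favour deeper cells as resting, took total UMIs of resting minus dormant NSCs past 0.05, at 0.43 (exact sign-flip test over 7 experiments, p = 0.0156). It also raised the share of genes with resting NSCs between the other states to 34.0%, and tdTomato calls in the tdTomato+ library to 73.9%. Index genes alone with at least 5 cells gave a share of 26.9%. G1/S genes of resting minus dormant NSCs reversed to −0.39 with the same thresholds in both chemistries (exact sign-flip test over 5 experiments, p = 0.938), one of 9 alternatives.

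In simulations with no changed gene, camera with TMM gave an unadjusted p under 0.05 in 23 of 60 tests of resting against dormant NSCs and in 20 of 20 against proliferating NSCs, so the camera p-values of these sets with TMM are not calibrated. Among gene sets, lipid metabolism lay below other genes in 14 of 14 alternatives and passed 0.05 in limma's camera test in 10 of them: DESeq2 fold changes (−0.36, adjusted p = 0.046), WPRE alone (−0.46, 0.027), at least 1 cell (−0.35, 0.026), filterByExpr (−0.45, 0.019), the mitotic list (−0.24, 0.0497), index genes alone (−0.39, 0.013), the same with at least 5 cells (−0.46, 0.018), no limit on intact reads (−0.19, 0.0045), stricter NSCs (−0.53, 0.010) and total UMIs (−0.39, 0.020). The others were no filter on low counts, where the difference shrank to −0.070 (adjusted p = 0.059), no doublet removal (−0.39, 0.066), no replicate block (−0.33, 0.091) and the same thresholds in both chemistries (−0.35, 0.14). Genes of mRNA processing passed it with filterByExpr (0.54, adjusted p = 0.0025), index genes alone (0.45, 0.0025), no limit on intact reads (0.20, 0.013) and total UMIs (0.39, 0.0077), and reversed to −0.0088 with the same thresholds in both chemistries (limma's camera test, adjusted p = 0.70). That last setting also took ribosomal proteins of resting against dormant NSCs to 0.47 (camera adjusted p = 0.096). Against proliferating NSCs, ribosomal proteins reversed to 0.13 with WPRE alone. Between ages, the small median difference of inflammation genes reversed with dormant NSCs only (−0.0033), with each cell thinned (−0.068) and with stricter NSCs (−0.061). Oxidative phosphorylation became −0.11 with each cell thinned (camera adjusted p = 0.088), and lysosomal genes became −0.019 without cluster 3. The cause was not tested for any of these sets.

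For dormant NSCs, 6–8 months minus 1 month moved from −6.67 to −4.18 on the first integrated principal component and to −25.8 with no integration. The scale of both settings differs from that of the curve, and with no integration it is a percentile rank among NSCs of the same chemistry version. Without cluster 3, 6–8 months minus 1 month was −0.737, and 6–8 minus 2 months reversed to 1.64 (exact permutation test, p = 0.30). Cluster 3 lies lowest on the axis at every age, so leaving it out shrinks a shift towards low values whatever its cause, and these values do not test the shift.

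Of the named genes, Ran in resting against dormant NSCs, with no detectable difference in the planned setting, changed sign with WPRE alone (0.049), filterByExpr (0.30), the mitotic list (0.36), index genes alone (0.64), the same with at least 5 cells (0.93), no limit on intact reads (0.42) and total UMIs (0.49). Rpl5 did so with no filter on low counts (−0.37), the same thresholds in both chemistries (−0.27) and stricter NSCs (−0.019). Against proliferating NSCs, Notch2 changed sign with DESeq2 (−0.43), at least 1 cell (−0.26), the mitotic list (−0.42), no filter on low counts (−0.37) and stricter NSCs (−0.48). Hopx did so with at least 1 cell (−0.13), index genes alone (−0.026), no filter on low counts (−0.11) and stricter NSCs (−0.089), and Clu with stricter NSCs (−0.20). Id4 between ages changed sign with no filter on low counts (−0.026). The cause was not tested. No other gene named here changed its direction under these alternatives.

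The experiments pair the states, since all states of an experiment come from the same animals. Without the replicate block, 191 genes were called between resting and dormant NSCs (15 higher), 776 between resting and proliferating NSCs (71 higher) and 3047 between proliferating and dormant NSCs (1528 higher). Apoe and Hopx in resting against dormant NSCs then had edgeR adjusted p-values of 0.062 and 0.053. Leaving out the block changed no other call of a named gene or gene set.

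With each experiment left out in turn, calls between resting and dormant NSCs ranged from 108 to 211, with 108 without the 1-month experiment and 118 without the first at 6–8 months. Calls between resting and proliferating NSCs ranged from 304 to 718, with 304 without the 1-month experiment and 387 without the second at 6–8 months, and those between ages from 21 to 107, with 21 without the third at 6–8 months. Resting minus dormant pseudotime ranged from 9.79 to 13.3, proliferating minus resting from 27.9 to 33.3, the position of resting NSCs from 0.270 to 0.392, G1/S genes against proliferating NSCs from −3.01 to −2.43 and total UMIs against them from −1.00 to −0.70. These use 5 experiments, with which no exact sign-flip p can be under 0.0625. Of the named genes called with TMM, several lost 0.05 in edgeR with an experiment left out. Against proliferating NSCs these were Apoe and Clu (each in 5 of 6 cases, adjusted p up to 0.11 and 0.24), Rpl5 (3 of 6, up to 0.079) and Entpd2 (1 of 6, 0.13). Against dormant NSCs they were Hes5 (4 of 6, up to 0.15), Ccnd2 (3 of 6, up to 0.33), Marcks (2 of 6, up to 0.23), Cadm2 and Smpd1 (1 each, 0.056 and 0.054), and between ages Id2 (0.11), Gpr37 (0.053), Slc38a3 (0.064), A730017C20Rik (0.062), Gm10076 (0.12) and Hddc3 (0.18), each in 1 of 3. Lipid metabolism ranged from −0.59 to −0.26 and passed 0.05 in limma's camera test without the first (−0.26), the second (−0.59) or the third (−0.50) experiment at 2 months or the first at 6–8 months (−0.55). Genes of mRNA processing ranged from 0.10 to 0.45, and passed it without the first experiment at 2 months (0.45, camera adjusted p = 0.027). Ribosomal proteins of resting against dormant NSCs ranged from 0.35 to 0.76 and lost it without the first experiment at 6–8 months (0.35, camera adjusted p = 0.24). Oxidative phosphorylation ranged from −0.21 to −0.038, where the third experiment at 6–8 months was left out (camera adjusted p = 0.41), and the inflammation set from −0.042, without that experiment (camera adjusted p = 0.0087), to 0.21. Among genes without a detectable difference, Ran against dormant NSCs ranged from −0.50 to 0.37 (0.37 without the 1-month experiment, 0.04 without the first at 2 months), Rpl5 from −0.28 to 0.18 (−0.28 and −0.08 without the second and the third at 2 months) and Notch2 against proliferating NSCs from −1.27 to 0.38 (−1.27 without the first at 6–8 months, −0.03 without the third at 2 months).

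Low depth is one limit on the comparisons of resting NSCs. Their sums held 4129 to 19624 UMIs, and on simulated counts of that depth 42.1% of 200 genes changed by a log2 of 2 were recovered against dormant NSCs over 3549 genes and 26.1% against proliferating NSCs over 5007 genes (46.9% and 38% with total UMIs). A gene missing from the calls is therefore not shown to be unchanged.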

Differences from the paper's values

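None of the values in this part was chosen by how close it came to the paper's, and total UMIs, no limit on intact reads, as used in this part, index genes alone with at least 5 cells per state and leaving out cluster 3 were chosen after the data had been seen.

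The paper reports 880 genes as differentially expressed between resting and dormant NSCs, from a test that took cells as replicates. Here 211 of 3549 tested genes were called, with the experiment as the replicate. Every alternative set before the data were examined stayed more than 1.5 times below the paper's value, from 108 with the 1-month experiment left out to 391 with index genes alone. Of those added after seeing the values, no limit on intact reads gave 376, total UMIs 144 and index genes alone with at least 5 cells 135, and none reached the paper's value.

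The paper names Id4 among the genes lower in resting than in dormant NSCs. Here its log2 fold change was −1.01 (edgeR adjusted p = 0.063 over all genes, 0.0065 adjusted over the list alone). Clu, Hopx and Notch2, which the paper names with it, were called lower. Id4 passed 0.05 over all genes with DESeq2 (−0.98, adjusted p = 0.036), WPRE alone (−1.09, 0.048), at least 1 cell per state (−1.25, 0.0086), the mitotic list (−1.44, 0.012), index genes alone (−1.14, 0.0016), no filter on low counts (−1.38, 0.0063), the same thresholds in both chemistries (−1.04, 0.030) and stricter NSCs (−1.18, 0.035). It also did so with index genes alone and at least 5 cells (−1.29, 0.036) and with no limit on intact reads (−0.67, 0.028), both chosen after seeing the values. Except for DESeq2, these settings use TMM, which placed unchanged genes at a median of −0.57 on simulated counts. Under total UMIs, the log2 fold change of Id4 was −0.32 (edgeR adjusted p = 0.64), and its CPM was higher in resting NSCs in 2 of 6 experiments. A lower level of Id4 is therefore not shown apart from the scaling. Over all alternatives that leave out no experiment, the adjusted p of Id4, resting vs dormant (log2 fold change), ranged from 0.0016 to 0.64.

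The paper gives Ran and Rpl5 as higher in resting than in dormant NSCs. Here neither was called, with log2 fold changes of −0.12 and 0.01 (edgeR adjusted p = 0.91 and 0.996). Ccnd2, which the paper also gives as higher, was called, at 1.15 (edgeR adjusted p = 0.028), and at 1.87 with total UMIs. Ran was above 0 with WPRE alone (0.05), filterByExpr (0.30), the mitotic list (0.36) and index genes alone (0.64), and both genes were above 0 with total UMIs (0.49 and 0.65). Total UMIs were chosen after seeing the values, called neither, and lost none of the 5 genes of the paper's list that are called with TMM. No limit on intact reads, chosen likewise, gave 0.42 and 0.56 and called Rpl5 (edgeR adjusted p = 0.041).

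For the ages, the paper gives Huwe1 and Id4 as higher in NSCs at 6 months. Here, in quiescent NSCs at 6–8 months, Huwe1 was higher by a log2 fold change of 0.45 but not called (edgeR adjusted p = 0.45), and Id4 was higher by 0.10 (edgeR adjusted p = 0.93). No alternative called either. Id1, Id2 and Id3 were called lower, as the paper states.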

Other observations

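The tests of the quiescent share of tdTomato+ NSCs, of markers of IPCs and neuroblasts in resting NSCs and of immediate early genes between ages were set out before their results were seen, and the other tests in this part were chosen after.

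State labels were swapped within experiments to see how often another split of the same summed samples calls as many genes. Between resting and dormant NSCs 1 of 32 splits, the real one, gave 211 calls and the next largest gave 9. With total UMIs the real split gave 144 and the next largest 78. Between resting and proliferating NSCs it was again 1 of 32, with 718 against 13 (323 against 130 with total UMIs), and between proliferating and dormant NSCs 1 of 64, with 3838 against 1988. Between resting and dormant NSCs, only the real split puts all the small resting sums on one side. On simulated counts TMM placed unchanged genes there at a median of −0.57, which can favour the real split. With total UMIs, where this median was −0.10, the real split again gave the most calls. At the smallest share that 32 splits allow, this argues against chance as the source of the number of calls. It does not exclude chance, and it does not bear on single genes. In the other comparisons the states are parted by cell-cycle genes, which also favours the real split, so their counts of splits are weak evidence against chance.

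Most genes called between resting and dormant NSCs with TMM scaling were lower in resting NSCs, 195 of 211. Resting sums hold few UMIs, and their TMM factors ran from 0.906 to 1.90, against 0.764 to 0.836 in dormant NSCs. Replacing TMM by total UMIs moved the median log2 fold change of all tested genes by 0.58 and left 53 of 144 calls lower, so the excess of lower calls may come from the scaling factors of small sums. On simulated counts with no such excess, TMM placed unchanged genes at a median of −0.57. A real fall of many transcripts in resting NSCs was not excluded for the genes called lower under both scalings.

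The intermediate position of resting NSCs is open to other readings than a state between the others. Dormant NSCs that hold recombined reads only as free RNA would lie at position 0, as random dormant NSCs did (median −0.0071, highest 0.244), whereas resting NSCs lay at 0.330 on genes called in other experiments. This argues against free RNA as the whole cause, while some resting NSCs could still be such cells, since single experiments ranged from 0.0356 to 0.632. Resting NSCs could also be a mixture of dormant NSCs with proliferating NSCs of low depth. G1/S genes outside the index lay at 0.0785 on the same scale, closer to dormant NSCs than other genes in 5 of 6 experiments (mean difference 0.252, exact sign-flip test, p = 0.094), but rest on 12 UMIs, so these explanations cannot be told apart at this depth. IPCs or neuroblasts among resting NSCs would raise their markers. The log2 ratio of 10 summed markers, resting over dormant, was −0.0121 ± 3.14 (SD, n = 6; higher in 3 of 6; exact sign-flip test, p = 0.97), where a single value of 0 weighs heavily. On the scale of CPM, the markers gave a mean share of IPCs in resting NSCs of 3.45% ± 6.66 (SD, n = 6; median 0.843%), while their position would need 27.2%. The needed share exceeded that from the markers in 6 of 6 experiments, by 23.8 points for IPCs and 25.2 for neuroblasts (exact sign-flip test, p = 0.0312 for each), though by only 1.31 and 1.68 in the first experiment at 2 months. This argues against IPCs or neuroblasts as the whole cause. A small share of them stays open, since in the second experiment at 2 months these markers stood at 1393 CPM in resting and 341 CPM in dormant NSCs, a share of IPCs of 16.5%.

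The quiescent share of tdTomato+ NSCs was 13.3% ± 4.28 (SD, n = 3 experiments) at 2 months, 53.7% ± 11.6 (SD, n = 3) at 6–8 months and 27.3% at 1 month (1 experiment). The difference between 6–8 and 2 months was 40.4 points (exact permutation test, p = 0.10, the smallest p that 3 experiments against 3 allow) and lay between 33.9 and 45.0 with each experiment left out. It rests on 9, 3 and 2 tdTomato+ NSCs at 6–8 months. The libraries at 2 months are those of Version 2, so chemistry and age cannot be separated here, and the limit on intact reads removed a larger share of NSCs at 6–8 months. With the same thresholds in both chemistries the difference was 11.7 points (exact permutation test, p = 1), and without the limit on intact reads, chosen after seeing the data, it was 17.7 points (exact permutation test, p = 0.20). The size of the difference therefore depends on the limits that differ between the chemistries.

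Immediate early genes, which dissociation of tissue can induce, differed between quiescent NSCs at 1 month and 6–8 months. Of a list of 10, the 7 that could be tested were all higher at 6–8 months, with a median log2 fold change of 0.77 that lay at percentile 100 of 10000 random lists matched on expression. Cyr61 (1.34, edgeR adjusted p = 0.045) and Egr1 (1.06, edgeR adjusted p = 0.048) were called. A dissociation response that differs between the ages may therefore account for these genes. Whether it accounts for others was not tested, and a real difference with age stays open. Depth per cell is argued against as the cause of the age calls. With each quiescent NSC thinned to 1 number of UMIs 80 genes were called, against 98. Age, with 1 experiment at 1 month, remains among the open explanations as untested.

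Cluster 3, the lowest on the pseudotime axis, held 61.5% of the quiescent NSCs at 6–8 months, when the mean pseudotime of dormant NSCs was lowest. Astrocytes among these cells would bring all their abundant transcripts. On a scale of 0 in the other NSC-like clusters and 1 in the astrocyte-like clusters, S100b lay at 0.0733 ± 0.0708 in cluster 3 (SD, n = 7 experiments; 46.1 CPM in cluster 3, 11.8 CPM in the other NSC-like clusters and 554 CPM in the astrocyte-like clusters). Aqp4 lay at 0.167, Slc39a12 at 0.261, Gjb6 at 0.301 and Agt at 0.385, and the mean of these 4 markers lay above S100b in 7 of 7 experiments, by 0.205 (exact sign-flip test, p = 0.0156). S100b was taken as the lowest marker of the same data, so this p describes how far the markers part and is not independent. A first form of the test had included Itih3, which was not higher in astrocyte-like clusters and was dropped after that had been seen. The markers argue against astrocytes as the whole cause. A small share of astrocytes, and an NSC state that shares part of the astrocyte program and may be more frequent with age, stay open.

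Cells of both sexes were present in each experiment. NSC-like cells with UMIs of Xist and none of the Y-linked genes made up 36.6% to 61.3% of an experiment, and those with Y-linked UMIs alone 13.3% to 42.2%.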
